# SIN3B Loss Heats up Cold Tumor Microenvironment to Boost Immunotherapy in Pancreatic Cancer

**DOI:** 10.1002/advs.202402244

**Published:** 2024-09-24

**Authors:** Zhengyan Zhang, Yingying Tang, Yu Wang, Junyi Xu, Xiaotong Yang, Mingzhu Liu, Massimiliano Mazzone, Ningning Niu, Yongwei Sun, Yujie Tang, Jing Xue

**Keywords:** anti‐PD1 treatment, CD8+ T cell infiltration, CXCL9/10‐CXCR3 axis, pancreatic ductal adenocarcinoma, tumor microenvironment, Sin3B

## Abstract

Despite progress significant advances in immunotherapy for some solid tumors, pancreatic ductal adenocarcinoma (PDAC) remains unresponsive poorly responsive to such interventions, largely due to its highly immunosuppressive tumor microenvironment (TME) with limited CD8^+^ T cell infiltration. This study explores the role of the epigenetic factor Sin3B in the PDAC TME. Using murine PDAC models, we found that tumor cell‐intrinsic *Sin3B* loss reshapes the TME, increasing CD8^+^ T cell infiltration and cytotoxicity, thus impeding tumor progression and enhancing sensitivity to anti‐PD1 treatment. *Sin3B*‐deficient tumor cells exhibited amplified CXCL9/10 secretion in response to Interferon‐gamma (IFNγ), creating a positive feedback loop via the CXCL9/10‐CXCR3 axis, thereby intensifying the anti‐tumor immune response against PDAC. Mechanistically, extensive epigenetic regulation is uncovered by *Sin3B* loss, particularly enhanced H3K27Ac distribution on genes related to immune responses in PDAC cells. Consistent with the murine model findings, analysis of human PDAC samples revealed a significant inverse correlation between SIN3B levels and both CD8^+^ T cell infiltration and CXCL9/10 expression. Notebly, PDAC patients with lower *SIN3B* expression showed a more favorable response to anti‐PD1 therapy. The findings suggest that targeting SIN3B can enhance cytotoxic T cell infiltration into the tumor site and improve immunotherapy efficacy in PDAC, offering potential avenues for therapeutic biomarker or target in this challenging disease.

## 1 Introduction

Immunotherapy aimed at impeding immune evasion via the PD‐1 or CTLA‐4 pathways has demonstrated remarkable efficacy for multiple malignancies such as melanoma, non‐small cell lung cancer, and renal cell carcinoma.^[^ ^1^, ^2^ ^]^ Nonetheless, the majority of patients do not respond to immune checkpoint blockade (ICB) therapy. Consequently, understanding the underpinnings of the formation of low‐immune‐response microenvironment and exploring new targets to enhance the sensitivity of tumors to immunotherapy are of paramount importance. Recent studies have highlighted the critical role of intrinsic chromatin regulators within tumor cells in shaping the immune tumor microenvironment (TIME) (e.g., EZH2, SETDB1, and ASF1A).^[^ ^3^, ^4^, ^5^ ^]^ Moreover, the inhibition of epigenetic regulators such as SETDB1, KDM5B, and PHF8 has recently been linked to heightened responsiveness to immunotherapy.^[^ ^6^, ^7^, ^8^ ^]^ These findings suggest that integrating epigenetic therapies could potentially augment the effectiveness of ICB therapy, presenting a promising avenue for cancer treatment.

Recently, Gabriel et al. conducted in vivo epigenetic CRISPR screens using mouse tumor models to systematically identify chromatin regulators that influence tumor immunity and the efficacy of ICB therapies.^[^ ^3^ ^]^ Notably, *Sin3B* emerged as one of the potential candidate genes in this screening. *Sin3B* has been shown to exert dual functions, acting both as activators and repressors of target gene transcription, thereby governing a diverse array of cellular and biological processes. These encompass critical pathways such as cell cycle regulation, senescence, embryonic development, and stem cell differentiation.^[^ ^9^, ^10^, ^11^ ^]^ Earlier investigation has unveiled that *Sin3B* expression is elevated in preneoplastic lesions which is required for oncogenic *Kras*‐induced senescence in vivo.^[^ ^12^ ^]^ However, the role of *Sin3B* in tumor immune evasion remains unexplored.

Pancreatic ductal adenocarcinoma (PDAC) is well‐known for its profoundly immunosuppressive tumor microenvironment (TME), characterized by an abundance of suppressive myeloid cell populations, decreased tumor immunogenicity, and a scarcity of cytotoxic T cell infiltration. These factors collectively contribute to the immunologically “cold” nature of the PDAC TME, presenting a substantial challenge to the success of immunotherapy.^[^ ^13^, ^14^, ^15^ ^]^ In our study, we have unveiled a novel role for *Sin3B* in shaping the immune landscape within tumors, paticular in PDAC. In a murine PDAC model, we found that intrinsic loss of SIN3B within tumor cells enhances CD8^+^ T cell infiltration by increasing the secretion of IFNγ‐induced chemokines CXCL9 and CXCL10. This leads to a positive feedback loop through the CXCL9/10‐CXCR3 axis, transitioning the PDAC microenvironment from “cold” to “hot”. Our findings also reveal that *Sin3B*‐deficient PDAC becomes more responsive to anti‐PD1 therapy. Consistently, analysis of human PDAC samples demonstrates a significant inverse correlation between SIN3B expression and both CD8^+^ T cell infiltration and CXCL9/10 expression. Notably, PDAC patients with lower SIN3B expression show a more favorable response to anti‐PD1 therapy. Mechanistically, *Sin3B* deficiency, disrupted SIN3B‐HDAC1/2 complex, thereby altering H3K27Ac distribution, particularly in promoter regions of interferon‐stimulated genes such as *Cxcl10*, enhancing their expression. Overall, our study identifies SIN3B as a potential therapeutic target for improving cytotoxic T cell accessibility to the tumor microenvironment and enhancing immunotherapy efficacy in the challenging context of PDAC.

## 2 Result

### 2.1 SIN3B Orchestrates Anti‐Tumor Immunity to Regulate In Vivo Pancreatic Tumor Growth

To elucidate SIN3B's role in pancreatic ductal adenocarcinoma (PDAC), we employed CRISPR‐Cas9 to specifically knock out (KO) *Sin3B* in the murine PDAC cell line KPC1199, derived from KPC mouse model (*Pdx*‐cre, LSL‐*Kras* ^G12D^, *Trp53* ^R172H^). Our findings revealed that *Sin3B* loss did not impact PDAC cell proliferation in vitro (**Figure** **1**A), but impaired metastatic and invasive capabilities of PDAC cells according to wound healing and transwell‐based migration and invasion assays (Figure S1A–E, Supporting Information). Moreover, in an orthotopic pancreatic cancer mouse model, *Sin3B* deficiency significantly impeded the progression of pancreatic cancer (Figure 1B,C), consequently prolonging the survival of tumor‐bearing mice (Figure 1D).

**Figure 1:**
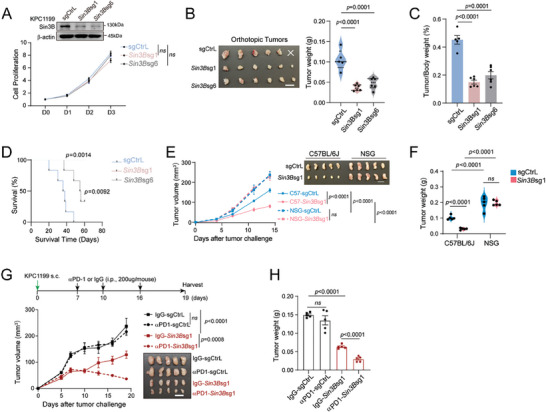
SIN3B orchestrates anti‐tumor immunity to regulate in vivo pancreatic tumor growth. A) The murine pancreatic ductal adenocarcinoma (PDAC) cell line, KPC1199, was subjected to CRISPR‐Cas9‐mediated knockout (KO) of *Sin3B* using control sgRNAs (sgCtrl) and *Sin3B*‐specific sgRNAs (*Sin3B*sg1 and *Sin3B*sg6). In vitro, the proliferation of KPC1199 was assessed through the Luminescent Cell Viability Assay. B‐C) Orthotopic tumor representatives, tumor weight (B), and the tumor/body weight ratio (C) for C57BL/6J wildtype mice inoculated with either sgCtrl or *Sin3B*sg KPC1199 cells (n = 5‐6 per group). D) Survival curves for mice bearing orthotopic tumors and inoculated with either sgCtrl or *Sin3B*sg KPC1199 cells (sgCtrl, n = 6; *Sin3B*sg1, n = 5; *Sin3B*sg6, n = 6). E‐F) Tumor growth curves (E) and weight (F) for NSG mice and C57BL/6J wildtype mice inoculated with sgCtrl or *Sin3B*sg KPC1199 cells (n = 5 per group). G) Schematic of the anti‐PD‐1 treatment schedule(top). Tumor growth was monitored until the experimental endpoints. Tumor growth for isotype (IgG) or a‐PD‐1‐treated C57BL/6J wildtype mice inoculated with sgCtrL or *Sin3B*sg KPC1199 cells (n = 5 for each group) (bottom). H) Subcutaneous tumors from G were harvested at the endpoint, and tumor weights in the groups indicated were shown as a bar graph. For B, E, and G, Scale bar = 1 cm. All data are shown as mean ± SEM. Two‐way ANOVA with multiple comparisons was applied in A, E, and G. One‐way ANOVA with multiple comparisons was applied in B, C, F, and H. The log‐rank test in D. ns, not significant.

Based on the differences observed between in vivo and in vitro experiments, as well as previous reported CRISPR screening result, we hypothesized that the inhibitory effect *Sin3B* loss on pancreatic cancer might rely on anti‐tumor immunity. To address this, we inoculated control or *Sin3B*‐deficient KPC1199 cells subcutaneously into the flanks of immunocompetent C57BL/6J and immunodeficient (NOD‐SCID‐*Il2rg*null, NSG) mice, respectively. Remarkably, *Sin3B* deficiency markedly inhibited tumor growth in C57BL/6J mice but only had minimal impact in NSG mice (Figure 1E,F). Given the potential role of *Sin3B* deficiency on anti‐tumor immunity, we further investigated its role in modulating the tumor‐cell response to immunotherapy. In the KPC1199 subcutaneous model, *Sin3B*‐deficient tumors demonstrated enhanced sensitivity to PD‐1 blockade compared to control tumors (Figure 1G,H). These results suggest that *Sin3B* acts as a pivotal regulator in control of anti‐tumor immunity to modulate tumor growth and immunotherapy response in vivo.

### 2.2 SIN3B Loss Reshapes the TIME, Particularly Enhancing CD8^+^ T Cell Infiltration, to Impede Tumor Progression

Next, we profile the tumor immune microenvironment (TIME) of subcutaneous tumors using flow cytometry and t‐distributed stochastic neighbor embedding (t‐SNE) analysis. We observed a notable shift in immune cell infiltration upon loss of tumor cell‐intrinsic *Sin3B*, with a marked increase in total immune cells (CD45.2^+^) and a decrease in tumor cells (CD45.2^−^; EpCAM^+^) (**Figure** **2**A). Further analysis revealed remarkable alterations in the relative proportion of various immune cell types between the sgCtrL and *Sin3B*sg1 groups (Figure 2B; Figure S2A, Supporting Information). Specifically, the *Sin3B*sg1 group exhibited a substantial increase in both the proportion and absolute number of CD8^+^ T cells within subcutaneous tumors compared to the sgCtrl group, as confirmed by immunofluorescence staining (Figure 2B–D). Additionally, there was a slight increase in CD4^+^ T cell infiltration in the *Sin3B*sg1 group (Figure 2B–C). We also observed a slight decrease in the proportion of other immune cells infiltrating the tumor, such as natural killer cells (NK cells), delta‐gamma T Cells (δγT cells), B lymphocytes (B cells), macrophages, and monocytes; however, their absolute numbers remained relative unchanged (Figure 2B–C). Of note, *Sin3B* loss led to a slight increase in the absolute numbers of NKT, neutrophils, and dendritic cells (DC cells) infiltrating the tumor (Figure 2C). Immune cell types in the spleen did not differ between the two groups (Figure S2B, Supporting Information).

**Figure 2:**
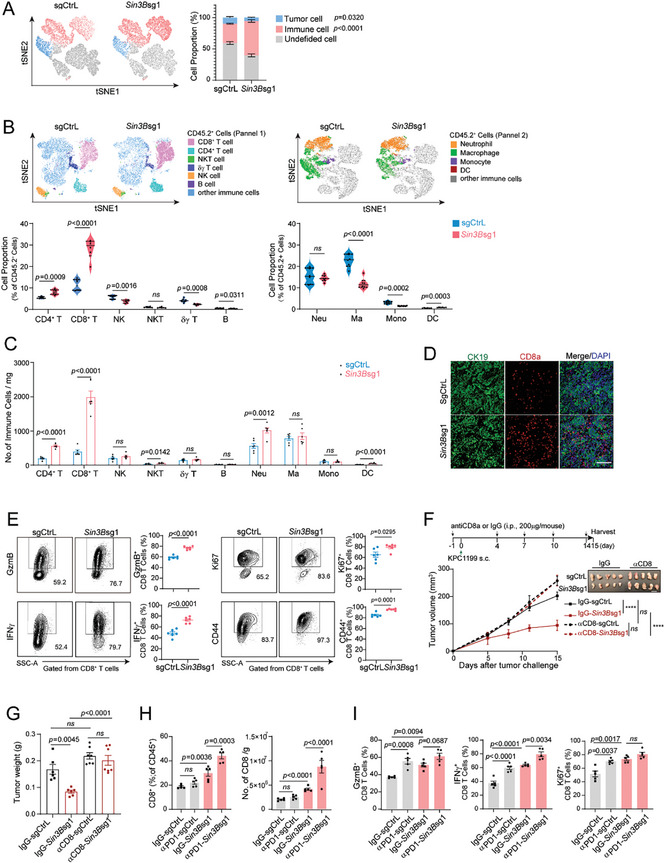
SIN3B loss reshapes the TIME, particularly enhancing CD8^+^ T cell infiltration, to impede tumor progression. A–B) Performance of Barnes‐Hut t‐SNE implementation for flow cytometry data visualization and composition of key immune cells in subcutaneously implanted control and *Sin3B* deficiency tumors (n = 6 per group). Neu, neutrophil. Ma, macrophage. Mono, monocyte. C) Quantification of absolute number of key immune cells infiltrated in control and Sin3B deficiency subcutaneous tumors (n = 6 per group). D) Immunofluorescence staining of tumor cells (CK19) and CD8^+^ T cells (CD8a) in subcutaneous tumors. Scale bar = 40X. E) Representative Contour plots (left) and statistical analysis (right) of Granzyme B (GzmB), IFN𝛾, Ki67, and CD44 production of tumor‐infiltrating CD8^+^ T cells from the indicated mice (n = 6 for each group). F) Schematic of CD8^+^ T cell depletion schedule(top). Tumor growth was monitored until the experimental endpoints. Tumor growth curves for isotype (IgG) or anti‐CD8a C57BL/6J wildtype mice inoculated with either sgCtrL or *Sin3B*sg1 KPC1199 cells (n = 6‐7 for each group) (bottom). Scale bar = 1 cm. G) Subcutaneous tumors from F were harvested at endpoint, and tumor weights in indicated groups were shown as a bar graph. H) Quantification of the ratio (left) and the absolute number (right) of infiltrating CD8^+^ T cells in subcutaneous tumors for IgG‐ or anti‐PD‐1‐treated C57BL/6J wildtype mice inoculated with either sgCtrl or *Sin3B*sg1 KPC1199 cells (n = 5 for each group). I) Statistical analysis of GzmB, IFN𝛾, and Ki67 production of tumor‐infiltrating CD8+ T cells from the IgG‐ or anti‐PD‐1‐treated C57BL/6J wildtype mice. All Data are presented as the mean ± SEM. Unpaired Student's t‐test in B‐E. Two‐way ANOVA with multiple comparisons in F. One‐way ANOVA with multiple comparisons in G‐I. ns, not significant.

More importantly, *Sin3B* loss enhanced the cytotoxicity and proliferation of CD8^+^ T cells within the tumors, evidenced by increased levels of Granzyme B (GzmB), IFNγ, CD44, and Ki67 in the tumors (Figure 2E). However, there was no significant difference in the expression of CD8^+^ T cell exhaustion markers (PD1, CTLA4, LAG3, and TIM3) between the sgCtrL and *Sin3B*sg1 groups (Figure S2C, Supporting Information). Of note, *Sin3B* loss promoted the Th1 polarization of CD4^+^ T cells as indicated by upregulation of IFNγ (Figure S2D, Supporting Information). Analysis of the phenotype of tumor‐associated macrophages (TAM) and neutrophils suggested no difference in the expression of MHC II, TNFα, and PD‐L1, except for increased expression of iNOS in TAM (Figure S2E–F, Supporting Information). This further supports the notion that the anti‐tumoral function of *Sin3B* loss may rely on substantial infiltration of CD8^+^ T cells. Subsequently, we depleted CD8^+^ T cells in tumor‐bearing mouse, which led to rescue of tumor growth, highlighting the critical role of CD8^+^ T cells in mediating the anti‐tumoral effects of *Sin3B* deficiency (Figure 2F–G; Figure S2H, Supporting Information).

Moreover, administration of α‐PD‐1 further amplified the infiltration of CD8^+^ T cells within the *Sin3B*sg1 group (Figure 2H). This enhanced infiltration was accompanied by an elevated expression of key functional and proliferative markers, including GzmB, IFNγ, and Ki67 (Figure 2I; Figure S2G, Supporting Information). Remarkably, a similar trend was observed in a mouse model of orthotopic pancreatic cancer, where *Sin3B* loss significantly augmented CD8^+^ T cell infiltration, alongside heightened cytotoxicity against tumor cells, as evidenced by the upregulation of IFNγ and GzmB (Figure S3A–C, Supporting Information). These findings robustly demonstrate that *Sin3B* loss reshapes the TIME, particularly through the augmentation of infiltrating CD8^+^ T cells. Taken together, SIN3B modulates tumor progression in a CD8^+^ T cell‐dependent manner.

### 2.3 Minor Contribution of *Col3a1* Downregulation to TIME Remodeling upon *Sin3B* Loss

To uncover the mechanism by which tumor‐intrinsic loss of *Sin3B* heated up cold TME of PDAC, we performed transcriptomic analysis of control and *Sin3B*‐deficienct PDAC cells. 

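Untreated KPC1199 cells, a mouse pancreatic cancer cell line, were profiled by RNA-seq in 2 libraries carrying the control guide (sgCtrL) and 2 libraries carrying a guide against Sin3B (Sin3Bsg1). The paper states that reads were aligned to mouse mm9 with HISAT2, and the authors deposited an estimated number of reads for each gene, without normalization. The deposited table names its control columns after a lacZ guide, a name that neither the paper nor the sample labels use, and these columns were taken as sgCtrL because the table holds no other guide besides the Sin3B guide. The estimated counts summed to 30010237 and 29683181 in the sgCtrL libraries and to 32311721 and 31008348 in the Sin3Bsg1 libraries. They were rounded to whole numbers, scaled with edgeR's TMM method, given as CPM (counts scaled to the library size) and compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the 14820 genes that edgeR's filter on low counts kept. Sin3b (ENSMUSG00000031622) was measured first because it checks the genotype labels, and it fell from 85.4 ± 3.59 CPM (SD, n = 2) in sgCtrL to 35.1 ± 1.69 CPM (SD, n = 2) in Sin3Bsg1, a log2 fold change of -1.28 (standard error 0.049, edgeR adjusted p = 5.65e-11). Its values were 88.0 and 82.9 CPM in the sgCtrL libraries and 36.3 and 33.9 CPM in the Sin3Bsg1 libraries, so that part of the Sin3b transcript remained in the edited cells. The adjusted p was under the threshold of 0.05 for 4547 genes, of which 2227 were higher and 2320 lower in Sin3Bsg1. DESeq2, the tool the paper names, moved this count most among the alternatives, to 3086 genes. The groups did not overlap for 9359 genes (63.2% of those tested), where chance gives 33.3% for 2 libraries against 2. With so few libraries the spread between replicates is estimated mostly by sharing information across genes, and leaving out any of the 4 libraries leaves a group of 1, which gives a value but no test. The sample titles number the replicates and do not say whether they are separate cultures. The p-values therefore measure a difference against the spread between these libraries only.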

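Genes lower in Sin3Bsg1 were counted at the paper's threshold, a fold change of at least 1.5 with an unadjusted p under 0.05, and 605 genes met it in the quasi-likelihood fit. Membership of GO terms was read from the annotation column of the deposited table. Of the 191 tested genes annotated to cell adhesion, 32 were among these lower genes, where 7.80 would fall there by chance (Fisher's exact test, two-sided, adjusted p = 1.36e-10). The lower genes held 16 of the 75 genes of extracellular matrix organization, against 3.06 by chance (Fisher's exact test, adjusted p = 1.78e-07). Collagen trimer had 12 of its 30 genes among them, against 1.22 by chance (Fisher's exact test, adjusted p = 4.52e-09), and extracellular matrix structural constituent had 8 of 28, against 1.14 (Fisher's exact test, adjusted p = 3.55e-05). These p-values were adjusted over 16 gene sets, and the test treats genes as independent. Over all members of a term, not only the lower genes, the median log2 fold change was -0.099 for cell adhesion, -0.077 for extracellular matrix organization, -0.51 for collagen trimer and -0.18 for extracellular matrix structural constituent. With limma's camera test and its preset correlation between genes of 0.01, the 4 terms were shifted down with adjusted p = 0.0261, 5.85e-05, 1.33e-10 and 2.39e-07, in that order. The 4 terms also passed the threshold of 0.05 with limma's fry test (adjusted p from 0.00169 to 0.00344), and none of the 4 passed when camera estimated the correlation from the 4 libraries (adjusted p from 0.117 to 0.158). In the separate IFNγ experiment the terms were tested among genes higher in Sin3Bsg1 by at least 1.3-fold with an unadjusted p under 0.05. With IFNγ these held 23 of the 201 genes of cell adhesion (Fisher's exact test, adjusted p = 0.00528) and 16 of the 79 genes of extracellular matrix organization, against 4.76 by chance (Fisher's exact test, adjusted p = 8.34e-05), 8 of 32 of extracellular matrix structural constituent (adjusted p = 0.00193) and 7 of 30 of collagen trimer (adjusted p = 0.00528), and fry passed for these last 3 terms (adjusted p from 1.31e-04 to 0.00264) while camera did not (adjusted p from 0.119 to 0.165). Without IFNγ they held 12 of the 79 genes of extracellular matrix organization (Fisher's exact test, adjusted p = 0.0105) and 6 of 32 of extracellular matrix structural constituent (adjusted p = 0.0303), and collagen trimer (adjusted p = 0.116) and cell adhesion (0.0971) did not pass. Genes lower in Sin3Bsg1 without IFNγ by at least 1.5-fold with an unadjusted p under 0.05 held 15 of the 201 genes of cell adhesion, against 6.95 by chance (Fisher's exact test, adjusted p = 0.0396), and 7 of the 79 of extracellular matrix organization, against 2.73, which did not pass (adjusted p = 0.0775), nor did collagen trimer (1.00) or extracellular matrix structural constituent (0.541). KEGG pathways were not analysed here.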

Strikingly, the genes downregulated by *Sin3B* loss are mainly associated with pathways such as cell adhesion, extracellular matrix (ECM) organization, collagen trimer, extracellular matrix structural constituent, and other ECM‐related pathways, as revealed by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (Figure S4A–B and Table S3, Supporting Information). 

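Of the 24 collagen genes tested, 11 were lower and 5 higher in Sin3Bsg1 past the threshold, and their median log2 fold change was -0.62. Among the 9 MMP genes tested, 6 were lower and 2 higher past it, with a median of -0.56. The 11 genes named in Figure S4C are Col1a1, Col3a1, Col5a1, Col6a1, Col6a2, Col11a1, Col14a1, Col16a1, Mmp3, Mmp13 and Mmp19. All 11 were lower past the threshold and lower in both Sin3Bsg1 libraries than in both sgCtrL libraries, with log2 fold changes from -1.76 to -0.76. Adjusted over the list alone, 11 also passed, but the study chose the list on these libraries, so this count is not independent evidence. Mmp3 (ENSMUSG00000043613) fell the most of the 11, from 9.91 ± 0.711 to 2.92 ± 0.149 CPM (SD, n = 2 in each group), a log2 fold change of -1.76 (standard error 0.14, edgeR adjusted p = 2.20e-07). Col6a1 (ENSMUSG00000001119) fell from 77.3 ± 1.69 to 23.8 ± 3.15 CPM (SD, n = 2 in each group), a log2 fold change of -1.70 (standard error 0.066, edgeR adjusted p = 6.04e-11). Col1a1 (ENSMUSG00000001506) fell from 17.3 ± 0.971 to 5.63 ± 0.0916 CPM (SD, n = 2 in each group), a log2 fold change of -1.62 (standard error 0.10, edgeR adjusted p = 1.57e-08). In the separate libraries of the IFNγ experiment that received no IFNγ, Col1a1 was higher in Sin3Bsg1 by 1.37 on the log2 scale, and Col5a1 (0.060), Col6a2 (0.21) and Col11a1 (0.12) were also not lower, a difference between experiments that was not tested. The least abundant of the 11 was Col11a1 (ENSMUSG00000027966), with 4.80 ± 0.287 CPM (SD, n = 2) in sgCtrL and 2.30 ± 0.114 (SD, n = 2) in Sin3Bsg1, a log2 fold change of -1.06 (standard error 0.19, edgeR adjusted p = 5.46e-04). The other changes were -1.31 for Col5a1, -1.39 for Col6a2, -1.06 for Col16a1, -1.05 for Mmp19, -0.92 for Mmp13 and -0.76 for Col14a1 on the log2 scale. The 5 collagens that rose past the threshold were Col11a2 (1.99 on the log2 scale), Col20a1 (0.57 on the log2 scale), Col4a5 (0.31 on the log2 scale), Col4a2 (0.27 on the log2 scale) and Col4a1 (0.087 on the log2 scale).

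**Figure D1:**
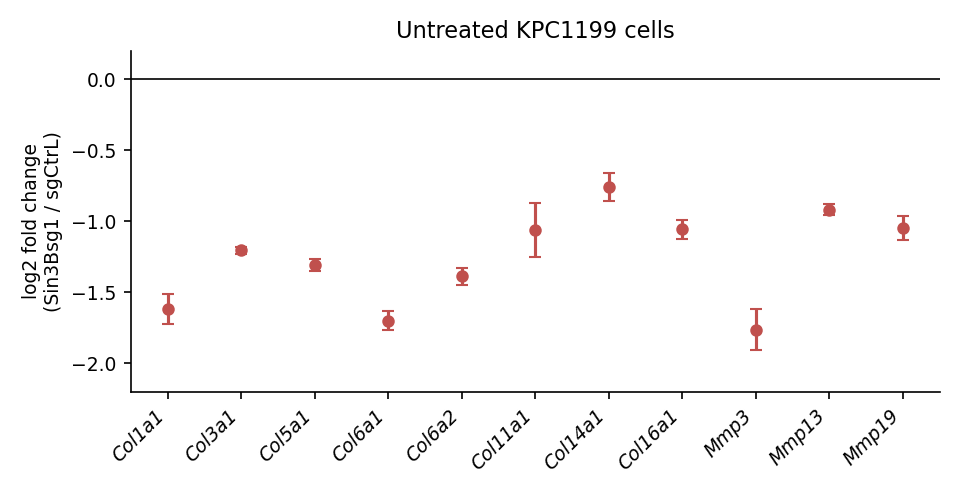
Log2 fold change between the 2 Sin3Bsg1 and the 2 sgCtrL libraries of untreated KPC1199 cells (vertical axis) for the 11 genes of Figure S4C (horizontal axis). Points are edgeR's fitted values and bars their standard errors, and all 11 points lie below 0, between -1.76 and -0.76.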

Delving deeper, in our case, genes involved in the ECM‐related pathways are primarily collagens (Cols) and matrix metalloproteinases (MMPs) (Figure S4C, Supporting Information). Further validation through RT‐PCR confirmed that tumor‐intrinsic loss of *Sin3B* resulted in a decrease in Cols expression in cultured PDAC cells (Figure S4D, Supporting Information), as well as in the orthotopic tumor tissues (Figure S4E, Supporting Information). Through sorting pure tumor cells from the orthotopic tumors, we further confirmed the downregulation of Cols in tumor cells (Figure S4F, Supporting Information).

As widely acknowledged, PDAC is characterized by a dense desmoplastic microenvironment.^[^ ^16^ ^]^ The dense desmoplasia creates a physical barrier to impede the migration of immune cells into the tumor, thereby exacerbating the formation of a “cold” TME in PDAC. Collagens, being the most abundant matrix proteins, are primarily produced by cancer‐associated fibroblasts (CAFs).^[^ ^17^, ^18^ ^]^ However, recent studies highlight the ability of tumor cells to also contribute collagen generation within the tumor stroma. Importantly, collagens derived from tumor cells also play a vital role in shaping the immunosuppressive TME.^[^ ^19^ ^]^ Thus, this promoted us to hypothesize that loss of *Sin3B* might remodel the TIME through the downregulation of collagens. 

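Col3a1 (ENSMUSG00000026043) had 413 ± 0.626 CPM (SD, n = 2) in sgCtrL and 179 ± 1.36 (SD, n = 2) in Sin3Bsg1, a log2 fold change of -1.20 (standard error 0.023, edgeR adjusted p = 4.47e-14). Without each of the 4 libraries in turn its log2 fold change stayed between -1.21 and -1.20, and in the IFNγ experiment without IFNγ it fell by 0.45. The standard error, the p-value and that range cover the spread between the 4 libraries and not the difference between the experiments. Abundance was compared between genes as TPM, computed from the counts and the gene lengths in the deposited table. Col3a1 had 152 ± 0.586 TPM (SD, n = 2) in sgCtrL, the highest of the 8 collagens in Table S3, and Col6a1 was next with 38.7 ± 0.939 TPM (SD, n = 2). Among all 11 collagens that were lower past the threshold, Col18a1 was more abundant than Col3a1, with 182 ± 0.991 TPM (SD, n = 2) in sgCtrL. It fell less, by 0.15 on the log2 scale, which is short of the paper's fold threshold. In sgCtrL of the IFNγ experiment Col3a1 was more abundant than Col18a1, with 443 against 196 TPM without IFNγ and 257 against 96.4 with IFNγ. From the lower collagen transcripts and the reported role of collagens made by tumor cells, the paper proposes that Sin3B loss might remodel the TIME through the downregulation of collagens.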

Among the collagens regulated by *Sin3B* loss, *Col3a1* stood out as highly expressed in PDAC tumor cells (Table S3, Supporting Information), thus warranting for further validation.

By employing short hairpin (shRNA) to knockdown (KD) *Col3a1* expression in the KPC1199 cell line, we observed a modest inhibition of PDAC growth (Figure S4G‐H, Supporting Information). Subsequently, profiling the TIME of PDAC revealed that *Col3a1* KD within tumor cells slightly enhanced the infiltration of immune cells, particularly CD8^+^ T cells (Figure S4I,J, Supporting Information). However, no significant changes were observed in the cytotoxicity of CD8^+^ cells (GzmB and IFNγ) or the expression of PD1 (Figure S4K, Supporting Information). Similarly, the levels of IFNγ in CD4^+^ T cells remained unchanged (Figure S4L, Supporting Information). The downregulation of *Col3a1* in *Sin3B*‐deficient PDAC alone cannot fully explain the observed phenotype of TIME remodeling, suggesting that other crucial factors are also at play in shaping the TIME of PDAC in the context of *Sin3B* loss.

### 2.4 SIN3B Loss Enhances T Cell Recruitment in Pancreatic Tumors through CXCL9/10‐CXCR3 Axis

Considering that the infiltration of immune cells into tumor tissues represents an active trafficking process driven by chemo‐attractants, we evaluated the levels of chemokines in both orthotopic and subcutaneous tumors derived from control or *Sin3B*‐deficient PDAC cells. Our finding revealed a significant elevation of various chemokines, including *Cxcl9*, *Cxcl10*, *Cxcl11*, *Ccl5*, and *Ccl20*, which are known for their capability to recruit CD8^+^ T cells.^[^ ^20^ ^]^ Additionally, an increase in cytokines with anti‐tumor properties, including *Ifng*, *Tnfa*, and *Il2*, was also noted (**Figure** **3**A,B). These findings were consistent in both orthotopic and subcutaneous tumor models (Figure 3A,B), further confirming the potent ability of *Sin3B* loss to induce a T cell‐inflamed TME. In our mouse tumor models, functional *Cxcl11*, the third ligand for CXCR3, is lacking in C57BL/6 mice,^[^ ^21^ ^]^ hence subsequent efforts will not focus on *Cxcl11*. Furthermore, we employed the LEGEND plex Proinflammatory Chemokine Panel to measure the protein levels of above chemokines in subcutaneous tumors. While *Sin3B* loss led to a pronounced increase in the mRNA levels of *Ccl5* and *Ccl20*, their protein levels remained relatively low (Figure 3C). In contrast, *Cxcl10* exhibited the highest expression level among all upregulated chemokines (Figure 3C). Given that *Cxcl9* and *Cxcl10* share the same receptor CXCR3,^[^ ^22^ ^]^ we hypothesized that *Sin3B* loss recruited CD8^+^ T cells into the tumor milieu predominantly through the CXCL9/10‐CXCR3 axis.

**Figure 3:**
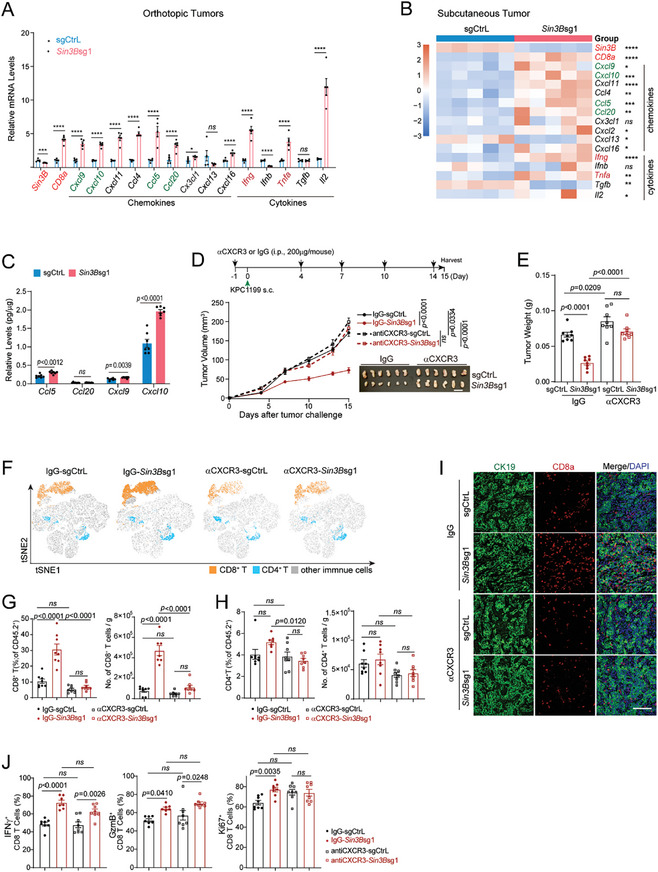
SIN3B loss enhances T cell recruitment in pancreatic tumors through CXCL9/10‐CXCR3 axis. A‐B) The expression levels of selected chemokines and cytokines in orthotopic (A) and subcutaneous (B) tumors were quantified using RT‐PCR (n = 5 for each group). C) Chemokine protein concentrations within subcutaneous tumors were determined using the LEGENDplex Proinflammatory Chemokine Panel. n = 7 for each group. D) Overview of anti‐CXCR3 treatment regimen (top). Tumor growth was tracked to the experimental endpoints. Growth curves of tumors in isotype (IgG) or anti‐CXCR3‐treated C57BL/6J wild‐type mice, inoculated with Control or *Sin3B*‐deficienct KPC1199 cells, are depicted (n = 8 per group) (bottom). E) Bar graph representation of subcutaneous tumor weights harvested at endpoint from the indicated mice. Scale bar = 1 cm. F) t‐SNE plots illustrating the composition of T cells in subcutaneous orthotopic tumors from the indicated mice. G‐H) Quantitative analysis of the ratio (left panel) and absolute count (right panel) of CD8^+^ T cells (G) and CD4^+^ T cells (H) infiltrating subcutaneous tumors in the indicated groups. I) Immunofluorescence staining for tumor cells (CK19) and CD8^+^ T cells (CD8a) in subcutaneous tumor tissues. Scale bar = 40X. J) Statistical analysis of GzmB, IFNγ, and Ki67 production in tumor‐infiltrating CD8^+^ T cells from the indicated mouse groups. All data are presented as the mean ± SEM. The unpaired t‐test was used in A‐C. Two‐way ANOVA with multiple comparisons was applied in D. One‐way ANOVA with multiple comparisons was used in E‐J. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To this end, wild‐type mice were treated with either anti‐CXCR3 antibodies or isotype controls to block the CXCL9/10‐CXCR3 axis in vivo, as depicted in Figure 3D. Following this intervention, we noted that the CXCR3 blockade led to the abrogation of the anti‐tumor efficacy caused by *Sin3B* deficiency (Figure 3D–E). This was accompanied by a marked reduction in T cell infiltration within the tumors (Figure 3F–H), particularly noting a decrease in CD8^+^ T cells, which was further validated by immunofluorescence staining (Figure 3I). Intriguingly, upon blocking the CXCL9/10‐CXCR3 axis, there was no significant alteration in the cytotoxicity or proliferation of CD8^+^ T cells (Figure 3J). These findings indicate that *Sin3B* loss enhances CD8^+^ T cell infiltration within tumors via the CXCL9/10‐CXCR3 axis, thereby significantly boosting the anti‐tumor immune response.

### 2.5 Tumor Cell‐Intrinsic *Sin3B* Loss Amplifies IFNγ‐Induced CXCL9/10 Secretion in PDAC, Shaping a T Cell‐Inflamed TME

Previous studies have highlighted macrophages and other stromal cells in the TME as the primary sources of *Cxcl9* and *Cxcl10*.^[^ ^22^ ^]^ Therefore, it is crucial to explore whether the loss of *Sin3B* enhances the secretion of *Cxcl9/10* in stromal cells within the TME or if it amplifies the production of *Cxcl9/10* within the tumor cells themselves. To address this question, we sorted macrophages (CD45.2^+^F4/80^+^), CAFs (CD45.2^−^EpCAM^−^PDPN^+^), and tumor cells (CD45.2^−^PDPN^−^EpCAM^+^) from orthotopic tumors derived from control or *Sin3B*‐deficient groups (**Figure** **4**A). As illustrated, tumor cell‐intrinsic *Sin3B* loss did not enhance the expression levels of *Cxcl9* and *Cxcl10* in either CAFs or macrophages within the TME. However, a notable increase was observed in the tumor cell‐intrinsic expression of *Cxcl9/10* (Figure 4A).

**Figure 4:**
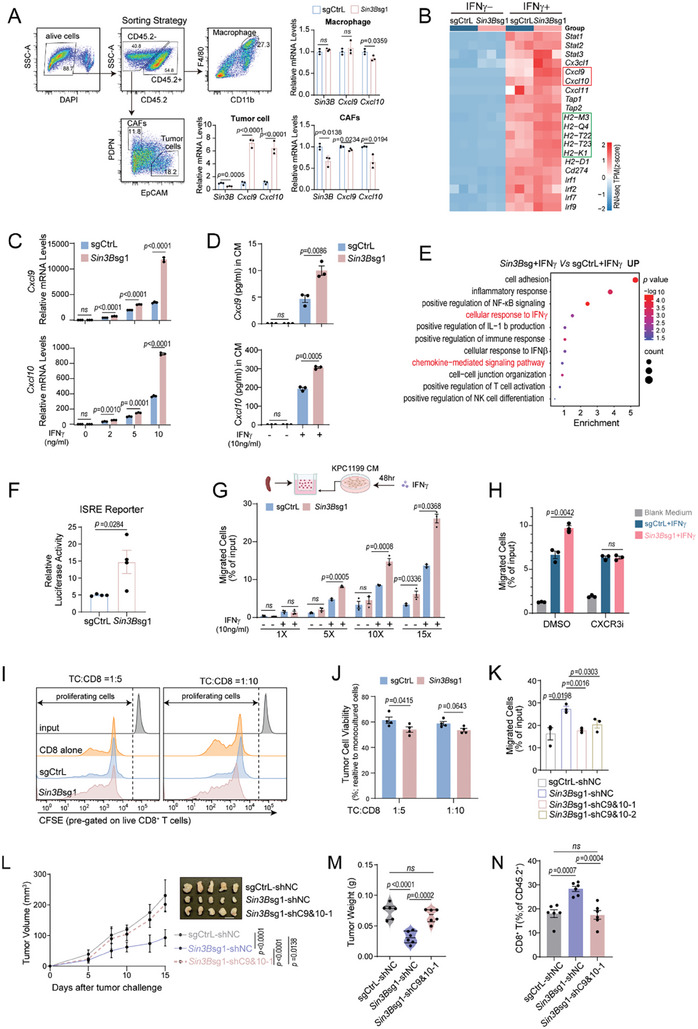
Tumor cell‐intrinsic *Sin3B* loss amplifies IFNγ‐induced CXCL9/10 secretion in PDAC, shaping a T cell–inflamed TME. A)Tumor cells, Cancer‐Associated Fibroblasts (CAFs), and macrophages were isolated from orthotopic tumor tissues via flow cytometry. The plots (left) showed the sorting strategy employed. The bar graph depicts the expression levels of *Cxcl9* and *Cxcl10* in cells sorted specifically, as determined by RT‐PCR. B) A heatmap generated from RNA‐seq displays the expression levels of IFNγ‐induced genes in PDAC cells following 24‐hour treatment with IFNγ (10 ng mL^−1^). C) RT‐PCR analysis quantified *Cxcl9* and *Cxcl10* mRNA expression levels in control and *Sin3B*‐deficienct KPC1199 cells after treatment with varying IFNγ concentrations for 24 h. D) Protein concentrations of *Cxcl9* and *Cxcl10* in conditioned media (CM) from KPC1199 cells treated with IFNγ (10 ng mL^−1^) for 24 h were measured. E) GO enrichment analysis of RNA‐seq data showing enriched pathways in *Sin3B* deficiency compared with Control KPC1199 cells following treatment with IFNγ (10 ng mL^−1^) for 24 h. F) The activity of the IFNγ pathway in control versus *Sin3B*‐deficienct KPC1199 cells was evaluated using a luciferase reporter assay, focusing on the interferon‐stimulated response element (ISRE). G) Schematic diagram and quantification of the CD8^+^ T cell transwell migration assay using KPC1199‐conditioned medium (CM). H) Quantification of the CD8^+^ T cell transwell migration assay using 10X KPC1199‐CM, CD8^+^ T cells were treated with CXCR3 inhibitor (CXCR3i) in vitro. I‐J) Co‐culture of CD8^+^ T cells and control or *Sin3B*‐deficienct KPC1199 cells for 72 h in vitro, tumor cell, CD8^+^ T cell = 1:5 or 1:10. (I) The proliferation of CD8^+^ T cells were measured by CFSE. (J) The viability of tumor cell was measured by Cell‐Titer Glo assay. K) Quantification of the CD8^+^ T cell transwell migration assay using 10X KPC1199‐CM from the indicated groups. NC, negative control. sgCtrL‐shNC, *Sin3B*sg1‐shNC or *Sin3B*sg1‐sh*Cxcl9*&*Cxcl10* (*Sin3*Bsg1‐shC9&10‐1), *Sin3B*sg1‐sh*Cxcl9*&*Cxcl10*‐2 (*Sin3*Bsg1‐shC9&10‐2). L‐M) Tumor growth curves, representatives of tumors (L), and weight (M) for C57BL/6J wildtype mice inoculated with sgCtrL‐shNC, Sin3Bsg1‐shNC or Sin3Bsg1‐shC9&10‐1 KPC1199 cells (n = 6 for each group). Scale bar = 1 cm. N) Quantification of CD8^+^ T cells infiltrated in subcutaneous tumors for indicated mice. All data are presented as the mean ± SEM. Unpaired t‐test in A‐J. One‐way ANOVA with multiple comparisons in K, M and N. Two‐way ANOVA with multiple comparisons in L. ns, not significant.

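IFNγ raised each of 19 genes of the heatmap past the threshold in both genotypes. Besides Cxcl9 and Cxcl10, the genes higher in Sin3Bsg1 than in sgCtrL with IFNγ past an edgeR adjusted p of 0.05 were Cx3cl1, Tap2, Irf9, H2-K1, H2-D1, H2-Q4, H2-T22 and H2-T23. Cx3cl1 (ENSMUSG00000031778) rose from 45.0 ± 2.53 to 66.2 ± 1.87 CPM (SD, n = 3 in each group), a log2 fold change of 0.56 (standard error 0.054, edgeR adjusted p = 2.66e-06). Tap2 (ENSMUSG00000024339) rose from 187 ± 6.38 to 231 ± 8.03 CPM (SD, n = 3 in each group), a log2 fold change of 0.31 (standard error 0.050, edgeR adjusted p = 4.92e-04). Irf9 (ENSMUSG00000002325) rose from 61.2 ± 2.18 to 73.1 ± 2.27 CPM (SD, n = 3 in each group), a log2 fold change of 0.26 (standard error 0.060, edgeR adjusted p = 0.00730). H2-K1 (ENSMUSG00000061232) rose from 589 ± 21.2 to 726 ± 32.3 CPM (SD, n = 3 in each group), a log2 fold change of 0.30 (standard error 0.051, edgeR adjusted p = 5.77e-04). H2-D1 (ENSMUSG00000073411) rose from 938 ± 7.77 to 1056 ± 54.5 CPM (SD, n = 3 in each group), a log2 fold change of 0.17 (standard error 0.047, edgeR adjusted p = 0.0209), and its adjusted p rose above 0.05 without replicate 2 or 3 of Sin3Bsg1 with IFNγ (log2 fold change 0.15 in both) and in the fit on only the 6 libraries with IFNγ. H2 genes resemble each other in sequence, so the authors' counting could have split reads between them and their values are uncertain. The difference between the genotypes itself changed with IFNγ for 3 genes of the heatmap, with an interaction of -0.63 for H2-K1, -0.82 for H2-Q4 and 0.47 for Cd274 on the log2 scale past the threshold in the fit of all 12 libraries, though not in every fit that left out 1 library. The remaining 9 of the 19 genes did not pass the threshold between the genotypes with IFNγ. Irf2 (-0.048) and Cd274 (-0.054) were slightly lower on the log2 scale, and Stat2 (0.024), Tap1 (0.033), Irf1 (0.063), Cxcl11 (0.088), H2-M3 (0.10), Stat3 (0.11) and Irf7 (0.21) slightly higher. The direction of Stat2, Cxcl11 and Tap1 changed when 1 library was left out. Stat3 passed the threshold with DESeq2, without replicate 1 of sgCtrL with IFNγ (0.13) and without replicate 3 of Sin3Bsg1 with IFNγ (0.14).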

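Other terms drawn in this panel or named in the text were tested in the same contrast. Cell adhesion had 23 of its 201 tested genes among the genes higher in Sin3Bsg1 with IFNγ at the paper's threshold, against 12.1 by chance (Fisher's exact test, adjusted p = 0.00528). Cellular response to interferon-beta had 7 of 45, against 2.71 (Fisher's exact test, adjusted p = 0.0229). Over all members, the median log2 fold change was 0.038 for cell adhesion and 0.076 for cellular response to interferon-beta, and neither passed the threshold with limma's camera test (adjusted p = 0.327 and 0.476), while both passed with fry (adjusted p = 0.00505 and 0.0278). The 17 tested MHC (H2) genes had a median of 0.50 (camera adjusted p = 7.09e-08, and 0.00462 with an estimated correlation).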

The protein levels of CXCL9 and CXCL10 in conditioned media (CM) derived from PDAC cells in vitro were markedly low, rendering them almost undetectable (Figure S5A, Supporting Information). 

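In a separate experiment, KPC1199 cells carrying sgCtrL or Sin3Bsg1 were left without IFNγ or treated with 10 ng mL−1 IFNγ for 24 h, and RNA-seq was done on 3 libraries of each of the 4 groups. Estimated counts per gene were deposited as before, in a table of their own, and the 12 libraries were fitted together with a mean for each group, so that the 4 groups share the estimate of the spread. The counts per library ranged from 18128055 to 23512000 (median 18337847) in sgCtrL without IFNγ, from 22336046 to 25459300 (median 22454009) in Sin3Bsg1 without IFNγ, from 21018929 to 27056903 (median 22545462) in sgCtrL with IFNγ and from 24042996 to 25485579 (median 24483561) in Sin3Bsg1 with IFNγ. Without IFNγ, Sin3b had 92.4 ± 3.61 CPM (SD, n = 3) in sgCtrL and 39.1 ± 0.412 (SD, n = 3) in Sin3Bsg1, and with IFNγ it had 82.9 ± 2.15 (SD, n = 3) and 35.6 ± 2.04 (SD, n = 3). It was lower in each of the 6 Sin3Bsg1 libraries than in each of the 6 sgCtrL libraries. Over the 14913 genes tested, 2463 differed between Sin3Bsg1 and sgCtrL with IFNγ at an edgeR adjusted p under 0.05, of which 1286 were higher and 1177 lower in Sin3Bsg1. A fit on only the 6 libraries with IFNγ moved this count most, to 1500. The groups with IFNγ did not overlap for 4531 genes (30.4%), where chance gives 10% for 3 libraries against 3. Replicate 1 of sgCtrL with IFNγ lay apart from replicates 2 and 3 of its group, with a mean chi-square per gene of 22.3 and 18.6 against them and 4.05 between those 2 (counting noise alone gives about 1). Without that library 2946 genes differed with IFNγ (1766 higher, 1180 lower). With at least 10 counts in every library 1168 were higher and 1300 lower, so the balance of directions is uncertain to that extent. IFNγ itself changed 4508 genes in sgCtrL and 4232 in Sin3Bsg1.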

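Cxcl9 (ENSMUSG00000029417) had no counts in the 6 libraries without IFNγ, and Cxcl10 (ENSMUSG00000034855) had between 0 and 5 counts in each of them. Against a floor of 3 counts, IFNγ raised Cxcl9 at least 222-fold in sgCtrL and at least 509-fold in Sin3Bsg1, and raised Cxcl10 at least 689-fold in sgCtrL. With IFNγ, Cxcl9 had 33.2 ± 2.34 CPM (SD, n = 3) in sgCtrL and 63.4 ± 2.10 (SD, n = 3) in Sin3Bsg1, a log2 fold change of 0.93 (standard error 0.068, edgeR adjusted p = 2.60e-06). Cxcl10 had 103 ± 8.98 CPM (SD, n = 3) in sgCtrL and 137 ± 4.57 (SD, n = 3) in Sin3Bsg1, a log2 fold change of 0.42 (standard error 0.071, edgeR adjusted p = 7.04e-04). For both genes each of the 3 Sin3Bsg1 libraries lay above each of the 3 sgCtrL libraries. With each library left out in turn, the log2 fold change with IFNγ stayed between 0.88 and 0.98 for Cxcl9 and between 0.36 and 0.50 for Cxcl10. Whether the relative increase by IFNγ differed between the genotypes could not be measured for Cxcl9, which had no counts without IFNγ, and for Cxcl10 the difference of the log2 increases was -0.60 (standard error 0.76, edgeR adjusted p = 0.986). Of 19 genes named in Figure 4B, 10 were higher in Sin3Bsg1 with IFNγ past the threshold and none was lower past it. Adjusted over the list alone, 11 passed, and the study chose these genes on the same libraries, so this count is not independent evidence.

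**Figure D2:**
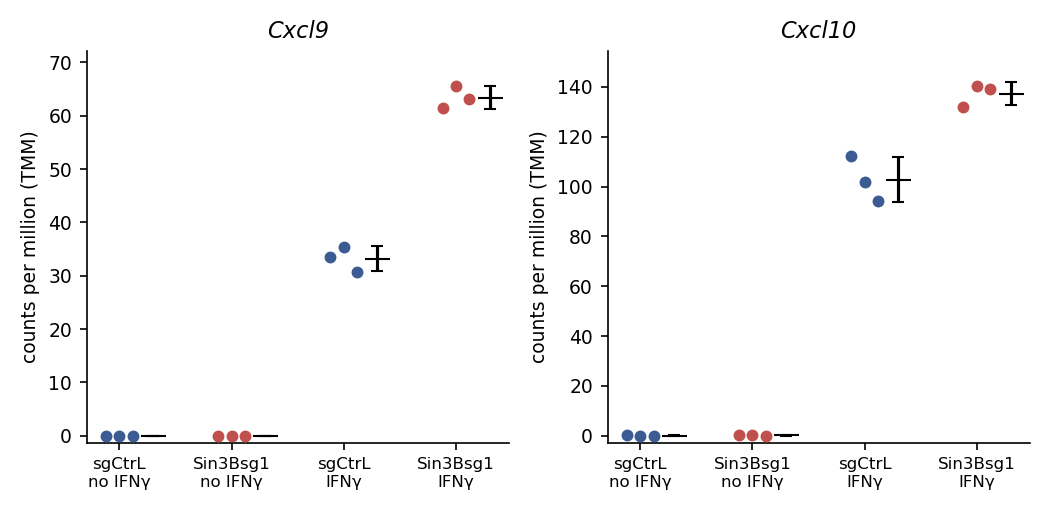
CPM (vertical axis, scaled by TMM) of Cxcl9 and Cxcl10 in the 12 libraries of the IFNγ experiment, by group (horizontal axis). Points are libraries, and the black dash and bar beside them are the mean and SD of 3 libraries. With IFNγ the Sin3Bsg1 libraries lie above the sgCtrL libraries for both genes, and without IFNγ all libraries lie at or near 0.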

Notably, CXCL9 and CXCL10 could be typically induced by IFNγ at transcriptional level.^[^ ^22^ ^]^ Consequently, PDAC cells were treated with IFNγ, and further RNA‐seq data unveiled that *Sin3B* loss enhances the expression of *Cxcl9/10*, along with other interferon‐stimulated genes (ISGs), such as antigen‐presenting associated genes (Figure 4B). We further validated that *Sin3B* loss intensified the IFNγ‐induced expression of *Cxcl9/10* both at mRNA and protein levels (Figure 4C–D). Moreover, the expression of *Cxcl9/10* was substantially upregulated in a dosage‐dependent manner in response to IFNγ stimulation (Figure 4C). In addition, pathway analysis showed an enriched expression of genes related to inflammatory response, cellular response to IFNγ, and chemokine‐mediated signaling pathway in *Sin3B*‐deficient PDAC cells (Figure 4E). 

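At the threshold of the legend of Figure 5I, a fold change of at least 1.3 with an unadjusted p under 0.05, 898 genes were higher in Sin3Bsg1 than in sgCtrL with IFNγ. They held 23 of the 124 tested genes of inflammatory response, against 7.47 by chance (Fisher's exact test, two-sided, adjusted p = 9.48e-06). Chemokine-mediated signaling pathway had 4 of its 16 genes among them, against 0.963 (Fisher's exact test, adjusted p = 0.0212). For cellular response to IFNγ, 8 of 83 genes were among them, against 5.00, and the difference did not pass the threshold (Fisher's exact test, adjusted p = 0.162). Over all their members the median log2 fold changes were small, 0.073 for inflammatory response, 0.047 for cellular response to IFNγ and 0.12 for chemokine-mediated signaling pathway. With limma's camera test the 3 terms did not pass the threshold (adjusted p = 0.144, 0.160 and 0.160), nor with the correlation estimated from the libraries (0.0929, 0.319 and 0.408). With fry, which asks whether a set changed at all and not whether it changed more than other genes, they passed with adjusted p = 4.90e-06, 0.00279 and 0.0228. Among genes higher in Sin3Bsg1 without IFNγ, inflammatory response also passed (18 of 124, Fisher's exact test, adjusted p = 0.00239), so within this experiment its enrichment was not limited to cells with IFNγ. It passed there with fry (adjusted p = 3.65e-04) and not with camera (0.596). Cellular response to IFNγ (Fisher's exact test, adjusted p = 0.0660) and chemokine-mediated signaling pathway (0.273) did not pass without IFNγ. In the separate untreated experiment inflammatory response was not higher in Sin3Bsg1, with a median log2 fold change of -0.031. There it shifted down with fry (adjusted p = 0.0263) and did not pass with camera (0.865).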

Consistently, *Sin3B* loss augmented the transcriptional activity of the interferon‐stimulated gene expression based on luciferase reporter assay (Figure 4F). Subsequently, human PDAC cell lines, Mia Paca2 and PANC‐1 were involved. Upon silencing *Sin3B* expression using shRNA in Mia Paca2 and PANC‐1, we observed similar upregulation patterns of *Cxcl*9/10, thereby corroborating our previous findings (Figure S5B–C, Supporting Information).

To delineate whether the recruitment of CD8^+^ T cells rely on chemokines secreted from tumor cells, we conducted an in vitro transwell‐based T cell chemotaxis assay using IFNγ‐treated KPC1199 CM (Figure 4G; Figure S5D, Supporting Information). Our finding revealed that CM from IFNγ‐treated *Sin3B*‐deficient PDAC enhanced CD8^+^ T cell trafficking in a dose‐dependent manner compared to control group (Figure 4G). Furthermore, the administration of a CXCR3 inhibitor markedly attenuated the chemotactic effect of *Sin3B*‐deficient PDAC on CD8^+^ T cells (Figure 4H). Using an in vitro co‐culture system, we demonstrated that *Sin3B*‐deficient PDAC cells could directly enhance the proliferation of CD8^+^ T cells (Figure 4I). Correspondingly, co‐cultured CD8^+^ T cells slightly inhibited the viability of *Sin3B*‐deficient PDAC cells (Figure 4J). However, *Sin3B*‐deficient PDAC cells did not directly impact the cytotoxicity of CD8^+^ T cells in vitro (Figure S5E, Supporting Information).

To functionally assess the involvement of PDAC cell‐derived *Cxcl9/10* in the recruitment of CD8^+^ T cells, we employed shRNA to efficiently and specifically knock down *Cxcl9* and *Cxcl10* together in *Sin3B*‐deficient PDAC cells (termed as *Sin3B*sg1‐ sh C9&10) (Figure S5F, Supporting Information). It was observed that the chemotactic effect on CD8^+^ T cells, instigated by *Sin3B* loss, was attenuated due to silencing of *Cxcl9&10* (Figure 4K). In vivo, tumor growth was rescued by specific knockdown of *Cxcl9&10* in *Sin3B*‐deficient PDAC cells, accompanied by a significant decrease in tumoral infiltrating CD8^+^ T cells (Figure 4L–N). Together, these in vitro and in vivo results demonstrate that *Sin3B* loss enhance the secretion of IFNγ‐induced *Cxcl9/10* derived from PDAC cells, thereby facilitating a T cell‐inflamed TME formation in vivo.

### 2.6 The SIN3B‐HDAC Complex Epigenetically Regulates the Expression of CXCL9/10 through the Re‐Distribution of H3K27Ac

SIN3B lacking identifiable DNA‐binding motifs and enzymatic activities, serves as a molecular scaffold that orchestrates transcriptional regulation through the formation of a complex via protein‐protein interactions.^[^ ^10^ ^]^ We conducted IP‐mass spectrometry on KPC1199 cells using two SIN3B antibodies from Novus and Santa Cruz Biotechnology, respectively. Consistent with previous reports,^[^ ^10^, ^23^, ^24^ ^]^ we identified several proteins from canonical SIN3‐HDAC (large SIN3 complex, Rpd3L) and smaller SIN3B (Rpd3S) complexes (**Figure** **5**A). Interaction confirmation between Sin3B and HDAC1/2 was achieved via immunoprecipitation across murine and human PDAC cell lines (Figure 5B). Thus, we further explore whether SINB exerted its function through SIN3B‐HDAC complex. We first performed co‐immunoprecipitation experiments targeting HDAC1, which demonstrated that *Sin3B* loss significantly weakened the interaction between RBBP7 and HDAC1 (Figure S6A, Supporting Information). Subsequently, we carried out CUT&Tag assay for Sin3B and HDAC1, defining a 6kb‐sized Sin3B‐binding domain based on unique peaks in control versus *Sin3B*‐deficient PDAC cells (Figure 5C). Most importantly, *Sin3B* loss resulted in diminished HDAC1 signals at these SIN3B‐binding domains (Figure 5D). Notably, within the Sin3B‐binding domain, the signal intensity of Sin3B exhibited a strong positive correlation with that of HDAC1 (r = 0.87; *p* < 2.2e‐16) (Figure 5E). PDAC cells treated with the HDAC1/2‐specific inhibitor FK228 intensified the upregulation of *Cxcl9/10* in response to IFNγ stimulation (Figure 5F), which was consistent with the result after *Sin3B* loss in PDAC cells (Figure 4). These findings demonstrate that *Sin3B* loss disrupts the Sin3B‐HDAC complex, resulting in reduced HDAC1 occupancy at the Sin3B domain.

**Figure 5:**
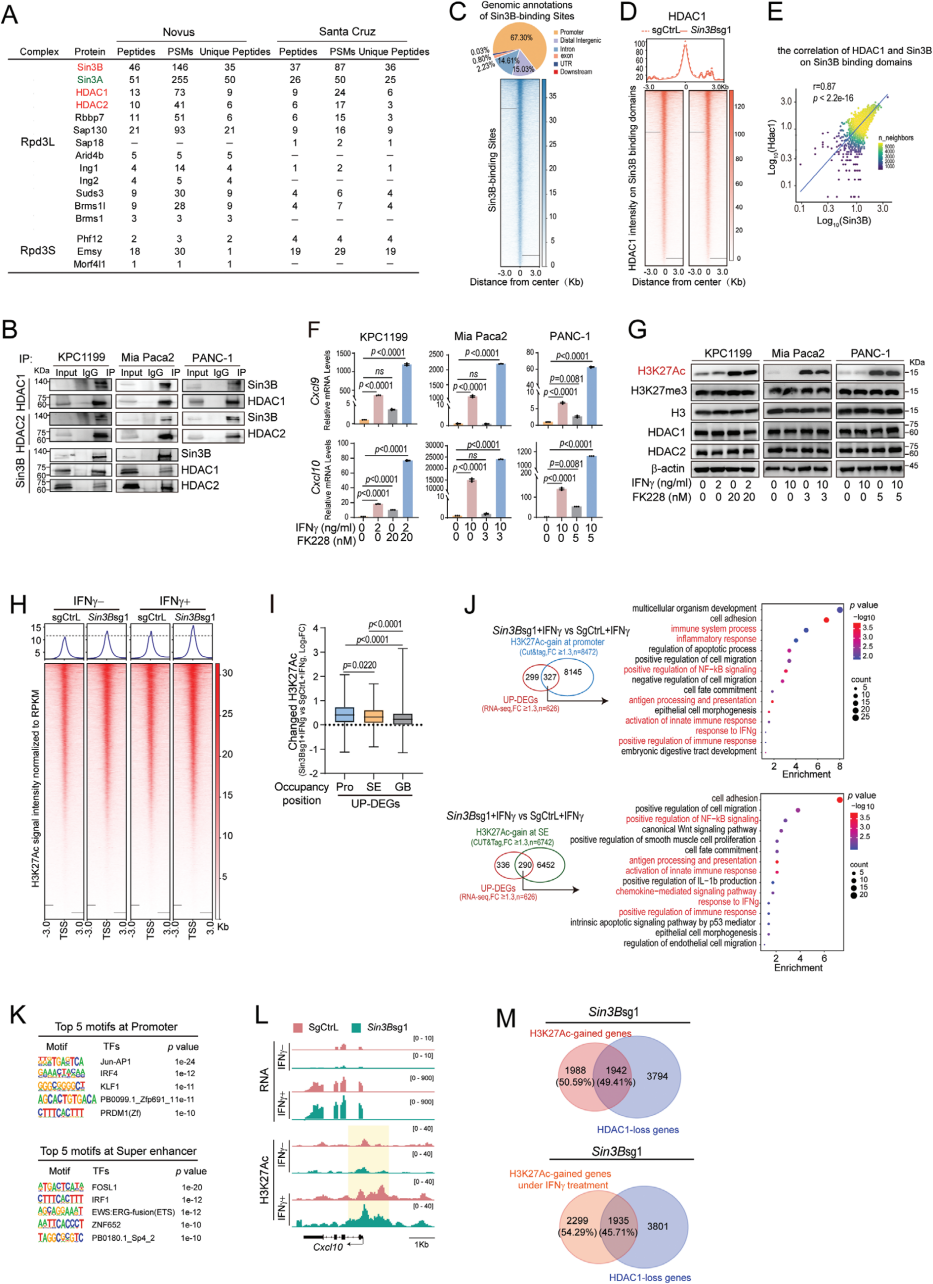
The SIN3B‐HDAC complex epigenetically regulates the expression of CXCL9/10 through the re‐distribution of H3K27Ac. A) Identified proteins were shown in KPC1199 cells through IP‐mass spectrometry using anti‐Sin3B antibodies from Novus and Santa Cruz Biotechnology. PSM, peptide‐spectrum match. B) Co‐immunoprecipitations with anti‐SIN3B, anti‐HDAC1, and anti‐HDAC2 antibody in PDAC cells. Immunoblots were performed using the indicated antibodies. 4% input. IP, immunoprecipitation. C) The distribution of Sin3B‐binding sites in the genome(upper). Heatmap of Sin3B‐binding signals in KPC1199 cells (lower). D) Heatmap of CUT&Tag signals of HDAC1 on Sin3B‐binding domains in control and *Sin3B*‐deficienct KPC1199 cells. The Scale regions were from 3000 bp upstream and downstream of Sin3B‐binding domains. E) the correlation of HDAC1 and Sin3B on Sin3B‐binding domains. F‐G) PDAC cells were treated with the indicated concentrations of FK228 (HDAC1/2 inhibitor). After 24 h, cells were additionally treated with the indicated concentrations of IFNγ for another 24 h. The expression levels of *Cxcl9* and *Cxcl10* in PDAC cells were measured by RT‐PCR(C). Protein levels in PDAC cells were detected by Western blot as indicated(D). H‐L) sgCtrL or *Sin3B*sg1 KPC1199 cells + or – IFNγ indicates that PDAC cells were treated with or without 10 ng mL^−1^ IFNγ for 24 h. H) Heatmap of CUT&Tag signals of H3K27Ac around transcription start sites (TSS) in Control and *Sin3B*‐deficienct KPC1199 cells. The Scale regions were from 3000 bp upstream and downstream of TSS. I) In different regions of the gene, gains of H3K27Ac peak for up‐regulated differentially expressed genes (DEGs) due to *Sin3B* deficiency (based on RNAseq data, *Sin3B*sg1+ IFNγ versus sgCtrL+ IFNγ, Fold change (FC) ≥ 1.3, P value < 0.05). Pro, promoter. SE, super enhancer. GB, gene body. All, Whole gene sequence. J) Venn diagrams depict the overlap of up‐regulated DEGs identified by RNA‐seq (Sin3Bsg1+ IFNγ versus sgCtrL+ IFNγ, FC ≥ 1.3, P value < 0.05) with genes showing H3K27Ac gain (based on Cut&tag RPKM, FC ≥ 1.3) at promoters (upper panel) or super enhancers (SE, lower panel) in *Sin3B*‐deficienct KPC1199 cells. The overlapping genes were subjected to GO functional enrichment analysis. K)Additionally, top‐scoring transcription factor (TF) motifs identified by HOMER de novo motif analyses were based on these overlapping genes(H). L) Integrative Genomics Viewer (IGV) plots showed the RNA‐seq peaks (upper panel) and CUT&Tag peaks of H3K27Ac (lower panel) at the *Cxcl10* sites in control and *Sin3B*‐deficienct KPC1199 cells. M) The Venn diagram indicates the overlap between H3K27Ac‐gained genes and HDAC1‐loss genes in Sin3B‐deficient KPC1199 cells (upper). And the overlap between H3K27Ac‐gained genes following IFNγ treatment and HDAC1‐loss genes in Sin3B‐deficient KPC1199 cells (lower). One‐way ANOVA with multiple comparisons in F.

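For Cxcl10, the estimated counts in the 3 sgCtrL libraries with IFNγ were 2258, 2696 and 2095 and in the 3 Sin3Bsg1 libraries with IFNγ 3160, 3479 and 3242. Scaled by library, these were 112, 102 and 94.4 CPM in sgCtrL and 132, 140.5 and 139 in Sin3Bsg1, without overlap between the groups (3 libraries against 3 allow an exact permutation p no smaller than 0.1).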

As expected, FK228 treatment increased H3K27Ac protein levels (Figure 5G), suggesting the SIN3B‐HDAC complex may primarily exert its epigenetic regulation by modulating H3K27Ac. *Sin3B* loss didn't significantly alter total H3K27Ac levels, as well as other histone marks (Figure S6B, Supporting Information). However, *Sin3B* loss led to H3K27Ac deposition across the genome regardless of IFNγ conditions (Figure S6C, Supporting Information). Additionally, H3K27Ac signals, primarily enriched at gene promoters, were elevated in *Sin3B*‐deficient PDAC with or without IFNγ stimulation (Figure 5H). Importantly, upregulated genes caused by *Sin3B* loss were closely associated with H3K27Ac signal presence in regions of gene promoter and super‐enhancer, compared to gene body (Figure 5I). This prompts the question of whether upregulated‐genes due to H3K27Ac‐redistribition, modulated by the SIN3B‐HDAC complex, are involved in immune regulation. To address this issue, we integrative analysis of differentially expressed genes (DEGs, n = 626) that were up‐regulated due to *Sin3B* loss, together with genes exhibiting enriched H3K27Ac signals at promoter regions (n = 8472) or super‐enhancer (SE, n = 6742) regions upon *Sin3B* loss (Table S4, Supporting Information; Figure 5J). 

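Of the paper's 626 genes higher in Sin3Bsg1 with IFNγ (Table S4), 621 were tested in the edgeR fit, 619 of these had a positive fold change and 545 met the same threshold. The count of higher genes at that threshold depended on the filter on low counts, being 1102 with no filter and 666 when at least 10 counts were required in every library. It was 651 when the adjusted p replaced the unadjusted p, and between 828 and 988 when each library was left out in turn. The H3K27Ac data were not analysed here.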

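The RNA side of this overlap was tested on all genes higher in Sin3Bsg1 with IFNγ, before any selection by H3K27Ac. They held 5 of the 17 tested genes annotated to antigen processing and presentation, against 1.02 by chance (Fisher's exact test, adjusted p = 0.00528), with a median log2 fold change of 0.084 over the whole term. Without selecting genes, limma's camera test gave an adjusted p of 0.0203 for this term, and 0.198 with the correlation estimated from the libraries. For response to IFNγ the count was 5 of 17 (Fisher's exact test, adjusted p = 0.00528), and camera gave 0.160. Only 1 tested gene was annotated to positive regulation of immune response, too few for a test of the term.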

Utilizing GO functional enrichment analysis, we identified that the overlapping genes exhibit a significant association with positive regulation of immune response, inflammatory processes, antigen processing and presentation, chemokine‐mediated signaling pathway, and response to IFNγ (Figure 5J). We also observed that genes upregulated due to the *Sin3B* loss are highly associated with cell fate commitment, consistent with previous functional studies of Sin3B^[^ ^10^ ^]^ (Figure 5J). Moreover, top‐scoring transcription factor (TF) motifs were identified within these overlapping genes using HOMER de novo motif analysis. Additionally, we observed an enrichment of H3K27Ac peaks at the binding sites for IRF4, IRF1, and PRDM1 (Zf), which were highly associated with IFNγ response (Figure 5K). 

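Of the 23 tested genes annotated to cell fate commitment, 4 were among the genes higher in Sin3Bsg1 with IFNγ, against 1.38 by chance, which did not pass the threshold (Fisher's exact test, two-sided, adjusted p = 0.0570). The median log2 fold change of the term was 0.12, and neither limma's camera test (adjusted p = 0.518) nor fry (0.286) passed. Camera passed only with at least 10 counts required in every library (adjusted p = 0.0391), where the genes went down as a set. Without IFNγ the term passed among the genes higher in Sin3Bsg1 (5 of 23, Fisher's exact test, adjusted p = 0.0303). It also passed among the lower genes without IFNγ (4 of 23, adjusted p = 0.0396) and in the untreated experiment (5 of 21, adjusted p = 0.00301).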

In more detail, *Sin3B* loss resulted in an enrichment of H3K27Ac peaks in the promoter regions of *Cxcl10* (Figure 5L) and at super enhancer of *Cxcl9* (Table S4, Supporting Information) in KPC1199 cells. Furthermore, the H3K27Ac peaks on *H2‐T23*, *H2‐T22*, *H2‐Q4*, *Ifi206*, and *Mndal* were significantly increased upon *Sin3B* deficiency (Figure S6D, Supporting Information). Next, we determined whether the upregulated H3K27Ac was directly dependent on HDAC loss. Upon the loss of *Sin3B*, ≈49.41% of genes with increased H3K27Ac levels overlapped with genes showing reduced HDAC1 signal. Similar patterns were observed in H3K27Ac‐gained genes further induced by IFNγ (Figure 5M). Interestingly, only half of the observed increase in H3K27Ac deposition can be attributed directly to HDAC1 loss, suggesting that *Sin3B* loss affects H3K27Ac enrichment through both HDAC1‐direct and indirect mechanisms. A recent study^[^ ^25^ ^]^ revealed that HDACs inhibit SWI/SNF subfamily remodelers, which are involved in chromatin unraveling, thereby stabilizing modified nucleosomes that preserve gene silencing. This mechanism may explain the global upregulation of H3K27Ac.

Protein mass spectrometry (Figure 5A) revealed the presence of Sin3A alongside Sin3B. Given Sin3A and Sin3B share high sequence similarity, whether Sin3A has similar impact on the tumor microenvironment was evaluated. As illustrated, *Sin3A* loss didn't affect tumor growth, as well as infiltrating immune cells such as CD8^+^ T cells (Figure S7A–B, Supporting Information). What's more, the mRNA levels of *Cxcl9*, *Ifng*, and *Tnfa* were decreased (Figure S7C, Supporting Information). These results highlight distinct roles of SIN3A and SIN3B in tumor immune microenvironment, and only *Sin3B* loss triggering an anti‐tumor response in PDAC.

### 2.7 SIN3B Loss Enhances Immune Response and Sensitivity to Immunotherapy in Human Patients with PDAC

Given that *Sin3B* loss triggered a T‐cell inflamed TME and significantly enhanced sensitivity to anti‐PD‐1 therapy in mouse models of PDAC. We also observed that *Sin3B* loss similarly enhanced the IFNγ‐induced expression of *Cxcl*9/10 in human PDAC cell lines (Figure S5C, Supporting Information). Thus, we analyzed data from a human PDAC database (QCMG) comprising 93 samples, revealing a negative correlation between *SIN3B* and *CD8A* levels in PDAC tumors (**Figure** **6**A). Moreover, *SIN3B* expression inversely correlated with chemokines (*CXCL9*, *CXCL10*, and *CXCL11*) known to attract CD8^+^ T cells, and high *SIN3B* levels were linked to poor prognosis in PDAC patients (Figure 6A,B). Gene Set Enrichment Analysis (GSEA) revealed that PDAC patients with low *SIN3B* levels exhibited upregulation of immune‐related pathways, including IFNγ response, IFNα response, IL6 JAK/STAT3 signaling, leukocyte migration, and antigen processing and presentation (Figure 6C). Similarly, analysis of another public dataset containing 117 PDAC patient samples (GSE62165),^[^ ^26^ ^]^ further confirmed the negative correlation between *SIN3B* expression and the levels of IFNγ‐induced chemokines (*CXCL9*, *CXCL10*, and *CXCL11*) and cytokines (*IFNG* and *GZMB*) (Figure S8A, Supporting Information). PDAC with low *SIN3B* levels also demonstrated upregulated pathways related to inflammatory response and IFNα response (Figure S8B–C, Supporting Information). In database of CPTAC (n = 140), we also observed a significant negative correlation between *SIN3B* and *CXCL9/10/11* (Figure S8D, Supporting Information).

**Figure 6:**
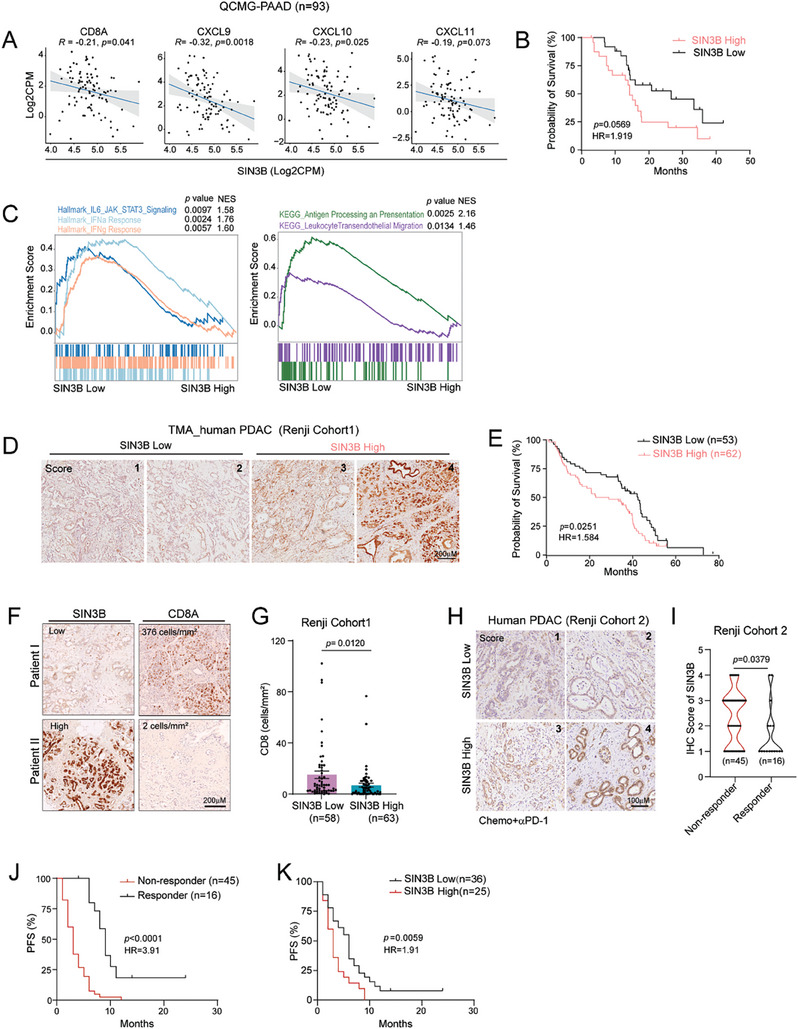
SIN3B loss enhances immune response and sensitivity to immunotherapy in patients with PDAC. A‐C) Analysis of human PDAC Cohort (QCMG, Nature 2016). (A) Pearson's correlation analysis plots comparing expression of *SIN3B* with the expression of *CD8a*, *CXCL9*, *CXCL10* or *CXCL11* in human primary PDAC transcriptomic data from QCMG‐Data (n = 93 samples). The line represents the line of best fit. B) Kaplan–Meier survival curve of human PDAC patients stratified based on SIN3B expression levels. Statistics by log‐rank test (*SIN3B* Low, 25% Bottom, n = 25; *SIN3B* High, 25% Top, n = 25). (C) GSEA was performed comparing lower quartile *SIN3B* expressers (*SIN3B* Low; 25% Bottom) with the upper quartile expressers (*Sin3B* High; 25% Top) within the human PDAC cohort. D‐G) Human PDAC corhort1 from Renji Hospital. (D) Representative SIN3B intensity score of IHC staining in human PDAC tissues. Scale bars, 200 µm. (E) Kaplan–Meier survival curve of human PDAC patients stratified based on SIN3B expression levels. Statistics by log‐rank test (SIN3B Low, n = 53; SIN3B High, n = 62). (F) Representative IHC staining of SIN3B and CD8A in human PDAC tumor (Renji cohort 1). Scar bar, 200um. (G) Quantitative analysis of CD8 intensity (cells mm^−2^) in tumor‐adjacent tissues from two groups of PDAC patients with the low and high SIN3B levels. H‐K) The analysis of human PDAC corhort2 prior to chemotherapy and anti‐PD1therapy from Renji Hospital. (H) Representative images of IHC staining of SIN3B in human PDAC. Scar bar, 100 µM. (I) IHC score of SIN3B in responders and non‐responders to anti‐PD‐1 therapy. (J) Comparison of Progression‐Free Survival (PFS) of PDAC patients treated with anti‐PD1 in non‐responder (n = 45) and responder (n = 16) groups. Statistics by log‐rank test. (K) Comparison of PFS of PDAC patients treated with anti‐PD1 in SIN3B High (n = 25) and SIN3B Low (n = 36) groups. Statistics by log‐rank test.

To assess potential differences in *SIN3B* expression and functionality between these subtypes, we utilized four human PDAC transcriptomics databases (QCMG, CPTAC, TCGA, and GSE62165) and classified PDAC into basal‐like and classical subtypes^[^ ^27^ ^]^ using NMF clustering analysis (Figure S9A‐B, Supporting Information). In the CPTAC, TCGA, and GSE62165 datasets, no significant differences in SIN3B expression were observed between the two subtypes. However, a slight increase in SIN3B levels was noted in the basal‐like subtype within the QCMG dataset (Figure S9C, Supporting Information). Our research suggests that *SIN3B* expression is inversely correlated with CD8A and its chemokines *CXCL9/10/11* levels in the QCMG, CPTAC, and GSE62165 datasets, excluding the TCGA database. Across basal‐like and classical subtypes, despite some fluctuations in the correlation coefficients (R values), the trend remains consistent (Figure S9D, Supporting Information). These results indicate that the immune modulatory function of SIN3B is independent of the PDAC subtype.

In a cohort of surgical PDAC tumor samples from Renji Hospital (Renji Cohort 1), high SIN3B protein levels were associated with poor prognosis by Kaplan‐Meier survival analysis (Figure 6D,E). Tumors with low SIN3B expression exhibited greater infiltration of CD8^+^ T cells in paired peri‐carcinomatous tissues (Figure 6F,G), suggesting a potential correlation with ICB therapy response. To this end, a retrospective study involving 61 advanced PDAC patients who received chemotherapy combined with anti‐PD1 treatment was included (Renji Cohort 2). Our finding revealed that patients responding positively to anti‐PD1 therapy had reduced SIN3B protein levels, correlating with prolonged progression‐free survival (PFS) (Figure 6H–J). Moreover, patients with lower SIN3B protein levels demonstrated significantly prolonged PFS following anti‐PD‐1 treatment (Figure 6K). Together, these results indicate that SIN3B levels are inversely correlated with anti‐tumor immune response and ICB therapy response in PDAC, suggesting its potential as a predictive biomarker for immunotherapy outcomes in PDAC patients.

## 3 Discussion

Epigenetic regulators have recently been implicated in immune escape and sensitivity to immunotherapy, presenting an appealing approach for directly targeting epigenetic factors or combining epigenetic therapies with immunotherapy in PDAC.^[^ ^4^, ^8^, ^28^, ^29^ ^]^ CRISPR loss‐of‐function screens have provided a way to identify novel epigenetic regulators of anti‐tumor immunity. Of note, a study from Gabriel group conducted in vivo epigenetic CRISPR screens using mouse tumor models to systematically identify chromatin regulators influencing tumor immunity and the efficacy of ICB therapies,^[^ ^3^ ^]^ SIN3B emerged as one of the potential negative candidates of anti‐tumor immunity. However, the role of SIN3B in tumor immunity hasn't been defined yet. Our study is the first to unveil the regulatory role of SIN3B in the tumor immune microenvironment. In murine PDCA models, tumor cell‐intrinsic *Sin3B* loss reshapes the TIME, characterized by a notable influx of immune cells into the tumor tissue, particularly an augmented presence and activity of tumor‐infiltrating CD8^+^ T cells. Notably, our analysis of human PDAC tumor tissues revealed a consistent pattern, with lower levels of SIN3B associated with increased infiltration of CD8^+^ T cells. These findings suggest a conserved role of SIN3B in shaping the TIME across species. Moreover, we observed that *Sin3B* loss enhances the susceptibility of PDAC in mice to anti‐PD1 therapy. In consistent, analysis of PDAC patients who exhibited a favorable response to ICB therapy revealed lower expression levels of SIN3B in tumor tissues compared to non‐responders.

Our research further revealed that the infiltration of effector CD8^+^ T cells in PDAC is dependent on the CXCL9/10‐CXCR3 axis. *Sin3B* deficiency results in the upregulation of chemokines *Cxcl9/10*, thereby enabling the high levels of *Cxcl9/10* in the tumor tissues to recruit more CXCR3‐expressing effector T cells. These activated effector T cells will secrete a larger amount of IFNγ, which activates the JAK‐STAT signaling pathway within PDAC cells, further inducing the expression of *Cxcl9/10*, and other ISGs such as antigen‐presenting associated genes. Consequently, the recruitment of effector CD8^+^ T cells and *Sin3B*‐deficient PDAC cells form a positive feedback loop, amplifying the anti‐tumor effects and transforming the PDAC from a “cold” tumor to a “hot” tumor. Regarding whether the expression of *Cxcl9/10* is subject to epigenetic regulation, our studies found that SIN3Bplays an epigenetic regulatory role through the SIN3B‐HDAC complex. It was demonstrated that *Sin3B* loss results in an increased enrichment of H3K27Ac peaks at the promoter or super enhancer regions of *Cxcl9*, *Cxcl10*, *H2‐T23*, *H2‐T22*, *H2‐Q4*, and other ISGs. CXCR3‐expressed T cells homing to tumor site play a crucial role in anti‐tumor immunity and anti‐PD‐1 treatment efficacy.^[^ ^30^, ^31^ ^]^ Therefore, our research provides robust evidence for targeting epigenetic therapy to modulate anti‐tumor immune responses and enhance immunotherapy.

Previous studies have demonstrated that levels of SIN3B are upregulated in pancreatic intraepithelial neoplasia (PanIN) in both humans and mice.^[^ ^32^ ^]^ Research has revealed that the deletion of *Sin3B* in the mouse pancreas can delay the progression of pancreatic tumors.^[^ ^33^ ^]^ This effect is primarily attributed to the role of SIN3B in mediating RAS‐induced cellular senescence.^[^ ^32^, ^33^, ^34^ ^]^ In the context of cancer, cellular senescence was initially considered to act as a barrier to tumor progression, such as prostate cancer.^[^ ^35^ ^]^ However, it is well‐established that senescent cells secrete a set of inflammatory cytokines, collectively referred to as the SASP (senescence‐associated secretory phenotype).^[^ ^36^ ^]^ Given the significant role of inflammation in the progression of pancreatic cancer, the deletion of *Sin3B* in the pancreas prevents oncogenic *Kras*‐induced senescence, correlating with a reduction in the proinflammatory phenotype, ultimately resulting in delayed pancreatic tumor progression.^[^ ^33^ ^]^ Surprisingly, our research indicates that at the stage of PDAC, SIN3B participates in and promotes the progression of PDAC in a different manner. As described above, SIN3B contributes to the pancreatic TIME remodeling at the epigenetic level by regulating the expression of chemokines for CD8^+^ T cells. The intrinsic loss of *Sin3B* in PDAC cells promotes the formation of a T cell‐inflamed TME. This suggests that SIN3B, as an epigenetic regulator, plays distinct roles in different tumors or even at different stages of the same type of tumor. Therefore, our study provides a novel perspective and insight into the role of SIN3B in pancreatic tumor development.

In mammals, the SIN3 family is comprised of two isoforms, namely SIN3A and SIN3B, which are encoded by homologous genes and exhibit broadly overlapping expression patterns in their proteins. Both Sin3A and Sin3B harbor four paired amphipathic α‐helices (PAH) known as PAH domains, a central HDAC interaction domain (HID) to which almost all core corepressor components bind, and a C‐terminal highly conserved region (HCR).^[^ ^10^, ^23^, ^34^, ^37^ ^]^ Through these domains, SIN3A/B engages in interactions with partner proteins, notably HDAC1/2, thereby forming the SIN3A‐HDAC and Sin3B‐HDAC complexes, which perform biological functions.^[^ ^23^ ^]^ However, findings indicate that the *Sin3A* deficiency in PDAC cells does not result in an increased infiltration of CD8^+^ T cells, but rather exhibits a declining trend. Moreover, *Sin3A* loss leads to decreased expression of *Cxcl9*, *Ifng*, and *Tnfa* in pancreatic tumor tissues, suggesting that SIN3A plays a distinct role in the regulation of the TIME, differing from that of SIN3B. This also opens up the possibility of SIN3B as a precise epigenetic target for therapeutic intervention.

Despite the current approval of HDAC enzyme activity inhibitors such as Vorinostat (SAHA), Belinostat, Panobinostat, and Romidepsin for the treatment of diseases like myeloma and lymphoma, these HDAC inhibitors have demonstrated limited efficacy in solid tumors and are associated with certain side effects. This is primarily due to the challenge in developing inhibitors that are specific to each HDAC isoforms.^[^ ^38^, ^39^, ^40^, ^41^, ^42^ ^]^ Additionally, HDACs are typically part of various complexes; for example, HDAC1/2 not only forms the SIN3‐HDAC complex with SIN3A/B but also forms the NuRD‐HDAC and CoREST‐HDAC complexes with CHD3/4 and CoREST, respectively. These different complexes play varied biological roles in cellular processes, posing significant challenges in clinical treatment by targeting HDAC enzyme activity alone.^[^ ^42^, ^43^, ^44^, ^45^, ^46^, ^47^ ^]^ Therefore, understanding the roles of different HDAC complexes in tumors and further identifying specific targets for these complexes are crucial. Notably, the Samuel Waxman team designed and constructed a peptide that specifically binds to the SIN3 PAH2 domain, acting as a competitive binding decoy.^[^ ^48^, ^49^ ^]^ This development greatly enhances the potential of targeting SIN3B as a clinical therapeutic target. However, we must also consider the possible side effects that may arise when designing inhibitors or decoys aimed at disrupting the SIN3‐HDAC complex to target SIN3B as a therapeutic intervention.

Under normal physiological conditions, the SIN3B‐HDAC complex is involved in the regulation of embryonic development, cell differentiation, and the cell cycle regulation.^[^ ^9^, ^34^, ^50^ ^]^ Therefore, targeting SIN3B to disrupt this complex can also impair its function in normal human cells, leading to cytotoxicity. Additionally, the protein sequences and structures of SIN3A and SIN3B are highly similar, with both interacting with HDAC1/2 through the central HDAC interaction domain to form the SIN3A‐HDAC and SIN3B‐HDAC complexes,^[^ ^11^ ^]^ which perform distinct biological functions. Despite our findings that Sin3A deficiency in PDAC cells does not lead to increased infiltration of CD8^+^ T cells, SIN3A also plays a crucial and extensive regulatory role. For instance, in the development of immune cells, deletion of *Sin3A* affects thymic cellularity and the count of CD8+ T cells.^[^ ^51^ ^]^ The SIN3A‐SIN3HDAC corepressor complex maintains embryonic stem cell (ESC) pluripotency and promotes the generation of induced pluripotent stem cells (iPSCs).^[^ ^52^ ^]^ Due to the highly similar sequences of SIN3A and SIN3B, inhibitors targeting SIN3B might inadvertently target SIN3A, thereby causing side effects. Consequently, when targeting SIN3B to disrupt the SIN3B‐HDAC complex, it is essential to consider both the safe and effective concentration of SIN3B inhibitors or decoys and to explore binding sites with protein sequences or domains that are distinct from those of SIN3A, in order to maximize the specificity of SIN3B inhibitors.

To explore the potential of SIN3B as a therapeutic target in other cancers, we analyzed transcriptomic data from human colon cancer, lung cancer, and breast cancer obtained from the CPTAC database. In the human colorectal cancer (CRC) cohort, *SIN3B* expression levels were significantly negatively correlated with *CXCL9/10/11* as well as *CD8A, GzmA*, and *GzmB* (Figure S10A, Supporting Information). This finding suggests that colon tumor tissues with low SIN3B expression may exhibit greater CD8^+^ T cell infiltration. Further GSEA revealed significant enrichment of IFNα and IFNγ response pathways, chemokine signaling, and cytokine receptor interactions in the low SIN3B expression group (Figure S10B,C, Supporting Information). Conversely, in the lung cancer and breast cancer cohorts, *SIN3B* did not exhibit any correlation with *CXCL9/10/11* or *CD8A* (Figure S10D,E, Supporting Information). These results indicate that SIN3B may have a role in regulating the immune microenvironment and suggest that targeting SIN3B could potentially enhance immunotherapy efficacy in colon cancer.

In summary, our findings unveil the novel role of SIN3B in mediating immune escape in PDAC tumors. The loss of *Sin3B* reshapes the TIME through the CXCL9/10‐CXCR3 axis, particularly boosting the infiltration of CD8^+^ T cells and enhancing the response to anti‐PD‐1 therapy. In the tumor microenvironment of PDAC, *Sin3B*‐deficient tumor cells and the recruitment of CD8^+^ T cells establish a positive feedback loop mediated by IFNγ‐CXCL9/10. Furthermore, the loss of *Sin3B* directly influences the redistribution of H3K27Ac, serving as a widespread and pivotal regulatory mechanism in the epigenetic landscape. This ultimately promotes the formation of a T‐cell inflamed tumor microenvironment. Collectively, our findings propose a potential target for enhancing the accessibility of cytotoxic T cells to the tumor site and improving immunotherapy of PDAC.

## 4 Experimental Section

### Cell Lines

Murine PDAC cell line, KPC1199, was generated from spontaneous pancreatic tumors in *Pdx^cre^*; *LSL‐Kras^G12D^; Trp53^R172H^* genetic mouse model (KPC) as previously described. Mia Paca2 and PANC‐1 and 293T were purchased from the American Type Culture Collection (ATCC). All cells were maintained in a humidified incubator at 37 °C with 5% CO_2_ and grown in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 100 IU ml^−1^ of penicillin/streptomycin (P/S). All cell lines used were tested negative for Mycoplasma.

### Animal Experiments and Tumor Challenges

All mouse experiments were approved by the Animal Care and Use Committees at Ren Ji Hospital (RJ2020‐0505), Shanghai Jiao Tong University School of Medicine. All mice used in our experiments were male and between six and eight weeks of age, which were housed under standard Specific pathogen‐free conditions. C57BL/6J wild‐type mice were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China). NSG (NOD‐SCID‐*Il2rg^null^*) mice were obtained from Shanghai Model Organisms Center, Inc. (Shanghai, China). For subcutaneous tumor model, 1 × 10^6^ KPC1199 cells were resuspended in 100 µL of Matrigel (Corning,354 234), HBSS (1:9) solution and subcutaneously injected on day 0. For orthotopic tumor model, 1 × 10^6^ KPC1199 cells in 25 µL of Matrigel, HBSS (1:9) solution were injected in pancreas.

*For CD8^+^ T cell depletion studies*, 200 µg of rat anti‐CD8a (Bio X Cell, clone 53–6.7, BE0004‐1) or rat IgG2a isotype control (Bio X Cell, clone 2A3, BE0089) were injected intraperitoneally starting on day −1 before tumor challenge, and administrated twice a week, until day 15.

In vivo *CXCR3 neutralization*, mice were injected intraperitoneally with anti‐CXCR3 (Bio X Cell; clone CXCR3‐173; BE0249) or matched Armenian hamster IgG isotype control (Bio X Cell, Clone, Polyclonal, BE0091) at a dose of 200 µg per mouse on 1 day prior to tumor inoculation, and administrated twice a week after tumor challenge, until day 15.

*For anti‐PD‐1 immunotherapy experiments*, mice received intraperitoneal injection of 200 µg anti‐mouse PD‐1 antibody (Bio X Cell, clone RMP1‐14, BE0146) or matched 200 µg rat IgG2a isotype control (Bio X Cell, clone 2A3, BE0089) every 3–4 days from day 7 after tumor challenge until indicated time points.

The tumor size was monitored and measured every 3–4 days by vernier caliper to collect maximal tumor length and width. Tumor volume was calculated according to the following formula, (length x width^2^) /2 and was plotted as mean (volume in mm^3^) ± SEM.

### Tumor Chemokine Quantification

Dissected tumor samples were weighed and homogenized in 1 mL cold 1xPBS containing protease inhibitor using a Tissue Tearor 985 370 Handheld homogenizer. The homogenates were centrifuged at 14 000 × g for 15 min to collect supernatants. Chemokines in supernatants were subsequently quantified using LEGENDplex Mouse Proinflammatory Chemokine Panel (BioLegend, 740 368) and analyzed according to the manufacturer instructions. Total protein concentration in each sample was assessed by BCA assay(ThermoFisher Scientific, YC364451) and used to normalize chemokine concentrations to total protein concentration in the supernatant.

### Chemotaxis Assay of CD8^+^ T Cells based on Transwell

Transwell migration of lymphocytes was performed with mature cytotoxic T lymphocytes (CTLs) and concentrated KPC1199‐conditioned medium. In brief, splenic CD8^+^ T cells isolated from OT‐I mice were stimulated with OVA257‐264 for 3 days in the presence of 20 ng mL^−1^ recombinant murine IL‐2 (Novoprotein, CK24). To acquire KPC1199‐conditioned medium, sgCtrL and *Sin3B*sg1 cells were cultured with or without 10 ng mL^−1^ IFNγ for 48 h. The medium was then concentrated (1×, 5×, 10×, or 15×) for chemo‐attractants. In the transwell cell migration assay, 24‐well 5‐µm inserts (Labselect,14 331) were used. Migration medium (600 µL) containing either KPC1199‐conditioned medium with the indicated concentrations or control medium was loaded into the lower chamber. 3×10^5^ splenic CD8^+^ T cells were seeded in 100 µL medium in the upper chamber. After 2 h of incubation at 37 °C under 5% CO2 conditions, the migrated CD8^+^ T cells were collected from the lower chambers and stained with anti‐CD8a antibody (PE‐Cy7, BioLegend, 100 722, 1:200) and DAPI. To normalize samples, beads of known concentration were added to all samples before counting by FACS. The migration ratio was determined by the number of input CD8^+^ T cells. For in *vitro* CXCR3 neutralization, mature cytotoxic CD8^+^ T cells were incubated with AMG487 (10 µM, MCE, HY‐15319) at 37 °C for 1.5 h before adding CD8^+^ T cells to the transwell upper chamber, and then follow the above steps for the experiment.

### Tumor Cell and CD8+ T Cells Co‐Culture Experiment

For examining in vitro T cell proliferation, CD8^+^ T cells isolated from the spleen of C57BL/6J mice were labeled with 10 µM CFSE (eBioscience, 65‐0850‐84) for 10 min at 37 °C in the dark, and washed three times with cold RPMI‐1640 supplemented with 10% FBS. 1×10^4^ PDAC cells were seeded in 96‐well plates one day in advance. Then, CD8^+^ T cells were added in a ratio of 1:5 and 1:10 PDAC cells to T cells and cultured in 200 µL RPMI‐1640 supplemented with 10% FBS, plus 2 µg mL^−1^ anti‐CD3/CD28 (BioLegend, 100 340/102 116) and 20 ng mL^−1^ recombinant murine IL‐2 (Novoprotein, CK24). After 48 h and 72 h, CD8^+^ T cells were harvested and stained with anti‐CD8a antibody (PE‐Cy7 BioLegend, 100 722) and DAPI, and cell proliferation was analyzed by CFSE dilution with flow cytometry.

To measure effector function of CD8^+^ T cells, 1 × 10^4^ PDAC cells were seeded in 96‐well plates one day in advance. Then, isolated splenic CD8^+^ T cells were added in a ratio of 1:1, 1:5, and 1:10 PDAC cells to T cells and co‐cultured for 48 h. Harvested CD8^+^ T cells were stimulated with 1 µg mL^−1^ ionomycin, 100 ng mL^−1^ phorbol 12‐myristate 13‐acetate (PMA) and 5 µg mL^−1^ BFA for 4 h at 37 °C, and then analyzed by intracellular staining of IFN‐γ (anti‐IFN‐γ BV421, BioLegend, 505 830,) and Granzyme B (anti‐Granzyme B PE, BioLegend, 372 208). After removal of CD8^+^ T cells, the viability of remaining PDAC cells was measured using Cell Titer‐Glo (CTG) (Promega, G7572) reagent according to the manufacturer's instructions.

### CRISPR‐Cas9‐Mediated Gene Knockout

Stable *Sin3B* knockout (Sin3B‐KO) and Sin3A‐KO KPC1199 cells were generated by the lentivirus‐mediated CRISPR‐Cas9 technology. The sgRNA oligos for target genes were annealed and cloned into the BsmBI (Thermo Fisher Scientific) digested plasmid lentiCRISPR v2 vector (52 961, Addgene, Cambridge, MA). A non‐targeting sgRNA designated as sgRNA irrelevant was used as control. In brief, pMD2.G, psPAX2 lentiviral packaging plasmids (Addgene) and lentiCRISPR v2 were co‐transfected into 293T cells using polyethylenimine (PEI). After 48 h, lentiviral particles were collected and filtered. Then transduced PDAC cells with lentivirus for 24 h, remove them. All gene‐edited cell lines were validated for knockout efficiency by western blot and/or amplicon sequencing of targeted loci after puromycin (YeaSon, 60210ES60) selection. All sgRNA primers are listed in Table S1 (Supporting Information).

### Gene Knockdown by shRNA

All shRNAs targeting Ms‐*Cxcl9*, Ms‐*Cxcl10*, and human‐SIN3B were purchased from Qinke Inc. (Shanghai, China). Lentiviruses carrying shRNA plasmids were produced by co‐transfecting 293 T cells with two helper plasmids (psPAX2 and pMD2G). After 48 h, the harvested virus supernatant will be harvested and transduced to tumor cells. Transduced cells were selected with GFP sorting or neomycin. Knockdown efficiency was confirmed by western blotting or RT‐PCR. The shRNA oligo sequences for their respective target genes are listed in Table S1 (Supporting Information).

### RNA Extraction and Quantitative Real‐Time PCR

Total RNA was extracted from tumor cell or tissue using TRIzol (MRC, TR118‐200) extraction according to the manufacturer's instructions. RNA was reverse transcribed into cDNA using the High‐Capacity cDNA Reverse Transcript kit (Invitrogen, 4 368 813). The obtained cDNA samples were amplified by RT‐PCR with SYBR Green Mix (Roche,0 491 391 4001). The 2^−ΔΔCT^ method was used to calculate relative gene expression. The results were normalized to the housekeeping gene *Gaphd* and presented as fold change (tested samples over the control). Sequences for qPCR primers are listed in. The primer sequences for target genes are listed Table S2 (Supporting Information).

### Western Blot Analysis and Antibodies

Whole‐cell lysates were prepared using lysis buffer (RIPA lysis buffer, Yeason, 20101ES60) containing PMSF (1 mM) and protease inhibitor cocktail (MedChemExpress, HY‐K0010). The protein concentration of whole‐cell lysates was measured using a BCA Protein Assay kit (ThermoFisher Scientific). The primary antibodies were used included anti‐SIN3B (Novus, NBP2‐20367), anti‐SIN3B (Santa Cruz, sc‐13145 X), anti‐Histone H3 (Abcam, ab1791), anti‐H3K27Ac (Abcam, Ab4729), anti‐H3K27me3 (Abcam, Ab6002), anti‐HDAC1 (Proteintech, 10197‐1‐AP), anti‐HDAC2 (Proteintech, 12922‐3‐AP), anti‐β‐ACTIN (Proteintech, HRP‐60008) and GAPDH (Proteintech, HRP‐60004).

### Luciferase Assay

ISRE reporter and Renilla were co‐transfected in control and *Sin3B*‐KO KPC1199 cells. Transfection was performed using Lipofectamine 3000 Reagent (Thermo Fisher Scientific, L3000015). After 48 h, cells lysis was detected with luciferase assay KIT (Yeason, 11402ES60) according to manufacturer's instructions. The results were normalized to the luciferase activity of Renilla and presented as fold change.

### Immunofluorescence

Tumor tissues from mice were fixed in 10% buffered formalin at 4 °C overnight, paraffin‐embedded and sectioned, and then mounted. Sections were deparaffinized in xylene, rehydrated, and washed in PBS. Subsequently, sections were boiled for 15 min with antigen unmasking solution (MXB, MVS‐0101) and cooled naturally to room temperature, blocked in PBST with 5% goat serum for 1 h at room temperature, and incubated with primary antibodies against CK19 (DSHB, TROMA‐III) and CD8a (Invitrogen, 14‐0808‐82) in PBST with 1% goat serum at 4 °C overnight in a humidified box. The next day, the slides were incubated with Alexa Fluor 488‐conjugated secondary antibody (Invitrogen, A11008), or Alexa Fluor 594‐conjugated secondary antibody (Invitrogen, A11005) in PBS for 1hr at room temperature. Cell nuclei were counterstained with DAPI (BioLegend, 422 801). Fluorescence images were acquired using a fluorescence microscope.

### Flow Cytometry

To characterize the subpopulations of the tumor immune microenvironment, orthotopic tumors were obtained at the end of study. Tumors were isolated and minced into small pieces and digested with 2 mg mL^−1^ collagenase IV (Yeason, 40510ES60) at 37 °C for 25 min. Dissociated tumor cells were filtered through a 100 µm filter to achieve a single‐cell suspension before staining for flow cytometry analysis. For cell surface staining, single‐cell suspensions were incubated with antibodies diluted in staining buffer (2% FBS in PBS) at 4 °C in the dark for 30 min. For intracellular cytokine staining, immediately after isolation, cells were cultured in RPMI medium with 10% FBS and stimulated with PMA (100 ng mL^−1^; Yeasen, 50601ES03), ionomycin (1 µg mL^−1^; Yeasen, 50401ES03) and brefeldin A (5 µg mL^−1^; BioLegend, 420 601) at 37 °C for 4 h. Cells were processed for surface marker staining as described above and then fixed and permeabilized using a Foxp3 Transcription Factor Staining Buffer Set (Invitrogen, 2 271 994) followed by cytokine antibody incubation for 30 min at 4 °C. Antibodies were from BioLegend indicated, anti‐CD45.2‐APCcy7/APC/AF700 (109 824;109 814; 109 822), EpCAM‐PEcy7 (118 216), anti‐CD3‐APC‐Cy7 (100 221), anti‐CD8‐PEcy7 (100 722), anti‐CD4‐BV650 (100 469), anti‐NK1.1‐APC/APCcy7(108 710;108 723), anti‐TCRγ/δ‐PE/APC/AF488(118 108;118 115;107 512), CD19‐FITC(115 505), anti‐CD11b‐Percp‐Cy5.5(101 228), CD11c‐APCcy7 (117 324), anti‐F4/80‐BV421 (123 132), anti‐Ly6G PE (127 607), anti‐Ly6C‐PB (128 014), LAG3‐AF488(369 325), anti‐CD206‐FITC (141 704), anti‐PD‐1 FITC (135 214), anti‐Granzyme B‐PE (372 208), anti‐TNF‐a PE (506 305); anti‐TIM3‐Percp‐Cy5.5 (134 012), anti‐CD44‐PB/FITC (103 020;103 005), anti‐Ki67 FITC/PE (652 417;652 403), MHCII (I‐A/I‐E)‐AF700 (107 622), CXCR3‐PE (155 904), PD‐L1‐BV650(124 336). iNOS‐FITC (2 264 918) was bought from Invitrogen. Data were acquired using a LSRFortessa (BD Bioscience) and analyzed using FlowJo software.

### Immunoblotting and Co‐Immunoprecipitation (Co‐IP)

Cells were lysed with RIPA lysis buffer (Yeason, 20101ES60) with freshly added phosphatase and protease inhibitors. Centrifuge the lysate at 12 000 rpm in a precooled centrifuge for 15 minutes, 4 °C; Immediately transfer the supernatant to a fresh centrifuge tube and discard the pellet. The supernatant was pre‐cleaned with protein A or protein G Sepharose beads (Thermo Scientific, 20 421) for 60 min at 4 °C, 10% of the supernatant was stored as input, and the remainder was incubated with 4 µg of antibody and 50 µL of protein A or protein G Sepharose beads overnight at 4 °C. The immunocomplexes were then washed with IP buffer (Beyotime, P0013) and separated by SDS‐PAGE Gel. Immunoblotting was performed following standard procedures.

### Mass Spectrometry Analysis

Whole‐cell lysates were prepared using RIPA lysis buffer containing PMSF and protease inhibitor cocktail and were centrifuged at 12 000 g for 10 min. The obtained supernatants were incubated with 5 µg anti‐SIN3B antibody from Santa Cruz (sc‐13145 X) or Novus (NBP2‐20367) and 50 µL of protein A or protein G Sepharose beads overnight at 4 °C. The immunocomplexes were then washed with IP buffer and separated by SDS‐PAGE Gel. The SDS‐PAGE Gel containing proteins was digested by Trypsin buffer (Promega, V5113) for Mass Spectrometry analysis (MS). LC‐MS/MS analysis was performed on mass spectrometer (Thermo Fisher Scientific; Orbitrap Fusion Lumos) that was coupled to HPLC (Thermo Fisher Scientific). The MS data were analyzed and searched against the database (Mus_musculus. GRCm39) using Proteome Discover software (version 2.4). The search followed an enzymatic cleavage rule of Trypsin/P and allowed maximal two missed cleavage sites and a mass tolerance of 10 ppm for fragment ions. Carbamidomethylation of cysteines was defined as fixed modification, while protein N‐terminal acetylation and methionine oxidation were defined as variable modifications for database searching. The cutoff of global false discovery rate (FDR) for peptide and protein identification was set to 0.01. Protein abundance was calculated on the basis of the normalized spectral protein intensity (LFQ intensity).

### RNA‐Seq Analysis

RNA‐seq reads were aligned to the Mouse‐mm9 (KPC1199) genomes by HISAT2 with default parameters. Read counts were calculated by feature counts using uniquely mapped reads, and differentially expressed genes were identified by DESeq2 with a cut‐off of more than 1.5 or 1.3‐fold‐change and a *P* value of less than 0.05. 

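With DESeq2 on the deposited counts, 475 genes were lower in untreated Sin3Bsg1 cells by at least 1.5-fold and 854 genes were higher with IFNγ by at least 1.3-fold, each with an unadjusted p under 0.05. Of the paper's 412 genes in Table S3, 371 were tested in the edgeR fit, 370 of these were lower in Sin3Bsg1 and 327 met the threshold. The p-value that Tables S3 and S4 list for each gene equals that of an equal-variance 2-sample test on the listed TPM values, in 412 of 412 and 626 of 626 genes. Applied to TPM computed from the deposited counts, the same kind of test gave 709 lower and 997 higher genes. Of the deposited values, 14.2% in the table of untreated cells and 9.44% in the table of the IFNγ experiment are not whole numbers, which counting whole reads does not give.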

To identify DEGs (differential expression genes) between two different samples, the expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. DEGs of RNA‐seq are list in Table S3 (Supporting Information).

### CUT&Tag Analysis

The CUT&Tag assay was performed following the manual of the hyperactive pG‐Tn5/pA‐Tn5 transposase for CUT&Tag kit (Vazyme, TD901) as described. DNA libraries were prepared for the Trueprep index kit v2 (Vazyme, TD202) according to the manufacturer's instructions. Anti‐H3K27ac (Abcam, ab4729, 0.5  µg per sample), anti‐SIN3B (Novus, NBP2‐20367, 1 µg/sample) and anti‐HDAC1(Proteintech, 10197‐1‐AP, 1 µg per sample) were used. Reads were trimmed of adaptor sequences using Fastp (v 0.20.1) and aligned to the mm10 mouse genome using Bowtie2 (v 2.4.2) with the following parameters, ‐very‐sensitive‐local‐no‐unal‐no‐mixed‐no‐discordant‐phred33 ‐I 10 ‐X 700. Reads were then normalized by calculating the reads per kilobase of transcript per million mapped reads (RPKM). Peak calling used macs2 (v 2.2.7.1) with the following parameters, ‐B ‐t ‐broad ‐g mm ‐broad‐cutoff 0.05. Bigwig files were generated using deepTools (v.3.1.3). Heatmaps normalized to RPKM were generated using the deep Tools function plot Heatmap or using the R package ComplexHeatmap (v.2.4.3). Figures illustrating these continuous tag counts over selected genomic intervals were created using the IGV browser. To define Sin3B‐binding sites, the lost Sin3B peaks in *Sin3B*‐KO cells as compared to control cells was calculated with a sliding window of 6 kb across the whole genome. To define H3K27Ac peaks regulated by Sin3B, all H3K27Ac peaks located in the Sin3B‐binding sites were selected and shown (Figure 5H). For signal correlation, reads that fell within consensus SIN3B peaks annotated loci were first counted using the annotatePeaks.pl script with the Homer package for CUT&Tag markers, and log_10_ signal was calculated for each region with R. Signal correlation was determined using two‐tailed Pearson tests.

### TF Motif Enrichment

Motif enrichment analysis was performed individually on the overlap genes(Figure 5J) using the HOMER de novo motif discovery tool using find Motifs Genome command with size  = given and length  =  8,10,12 parameters.

### Human PDAC Cohorts

*Tissue Microarray of Surgical PDAC Samples (Renji Cohort 1)*: 121 samples were used derived from patients diagnosed with pancreatic ductal adenocarcinoma at Renji Hospital in Shanghai, China, spanning the period from 2017 to 2018. All patient tissue samples were collected with informed consent specifically for research purposes, following approval by the Local Ethics Committee. The samples were obtained from formalin‐fixed paraffin‐embedded (FFPE) tissues of PDAC patients; a pathologist examined FFPE tissue sections from each case and selected representative regions of invasive tumor for coring; two punches from each specimen were obtained and embedded into a master tissue microarray (TMA) block. TMA slides were processed as previously described. In brief, TMA slides were deparaffinized and hydrated followed by antigen retrieval. Slides were boiled for 15 min in citrate buffer (MXB, MVS‐0101) and cooled naturally to room temperature for antigen retrieval. Subsequently, slides were blocked in PBST with 5% goat serum for 1 h at room temperature, and incubated with anti‐SIN3B (Novus, NBP2‐20367, 1:100), and anti‐CD8a (Invitrogen, 14‐0808‐82, 1:50) respectively in PBST with 1% goat serum at 4 °C overnight in a humidified box. The next day, the slides were incubated with corresponding secondary antibodies goat anti‐Rat IgG (H+L) (Invitrogen, 31 470, 1:200)and goat anti‐Rabbit 3 IgG (H+L) (Sigma, AP132P, 1;200). Patient information is comprehensively detailed in Table S5 (Supporting Information).

*Human PDAC Patients with Chemotherapy Plus Anti‐PD1 Treatment (Renji Cohort 2)*: 61 unselected metastatic PDAC were selected from the PDAC database treated between Jan 2020 and Dec 2021 in Renji hospital, School of Medicine, Shanghai Jiao Tong University. Ethical approval for this retrospective study was obtained under reference KY2020‐116. Patients with metastatic PDAC receiving anti‐PD1 antibodies in combination with chemotherapy were enrolled in this study. These patients first received six cycles of chemotherapy combined with PD‐1 antibody and then received PD‐1 antibody alone as maintenance therapy. The response to the therapy was evaluated according to the criteria of Response Evaluation Criteria in Solid Tumors (RECIST1.1). In the cohort, 21 were surgically resected PDAC specimens and 40 were biopsy specimens. Tissues were fixed in 10% neutral buffered formalin for 48 h and embedded in paraffin. All patient tissue samples were collected with informed consent for research use and local ethics committee approval. Treatment information is listed in Table S6 (Supporting Information).

### Statistical Analysis

Statistical analyses were performed using GraphPad Software (Prism 9.0). All data are presented as the mean ± SD (in vitro), ± SEM (in vivo) or mean with range. Unless otherwise stated, one‐way or two‐way ANOVA together Tukey's multiple comparisons test were used to determine statistical significance among multiple groups. Unpaired Student's t test was used to determine statistical significance between two groups. Unless indicated, the results are from at least two or three independent experiments.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z.Z., Y.T., and Y.W. contributed equally to this work. ZY.Z. and J.X. designed the experiments and interpreted the data. ZY.Z. and YY.T. performed most of the experiments. ZY.Z. and YY.T. performed the bioinformatics analysis under the guidance of J.X. and YJ.T. Y.W performed the retrospective study. M.M. and YW.S. provided key materials. JY.X., XT.Y., MZ.L. and NN.N., assisted in some experiments. ZY.Z. and J.X. wrote the manuscript. J.X. provided overall guidance.

## Supporting information

Supporting Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

## Data Availability

All genomic sequencing data that involved in this study have been deposited in the Gene Expression Omnibus database with the accession code GSE254767 and GSE254770.

# Supplementary material for: SIN3B Loss Heats up Cold Tumor Microenvironment to Boost Immunotherapy in Pancreatic Cancer
**Source:** Adv Sci (Weinh). 2024 Sep 24;11(43):2402244. doi: 10.1002/advs.202402244
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Figures**

**
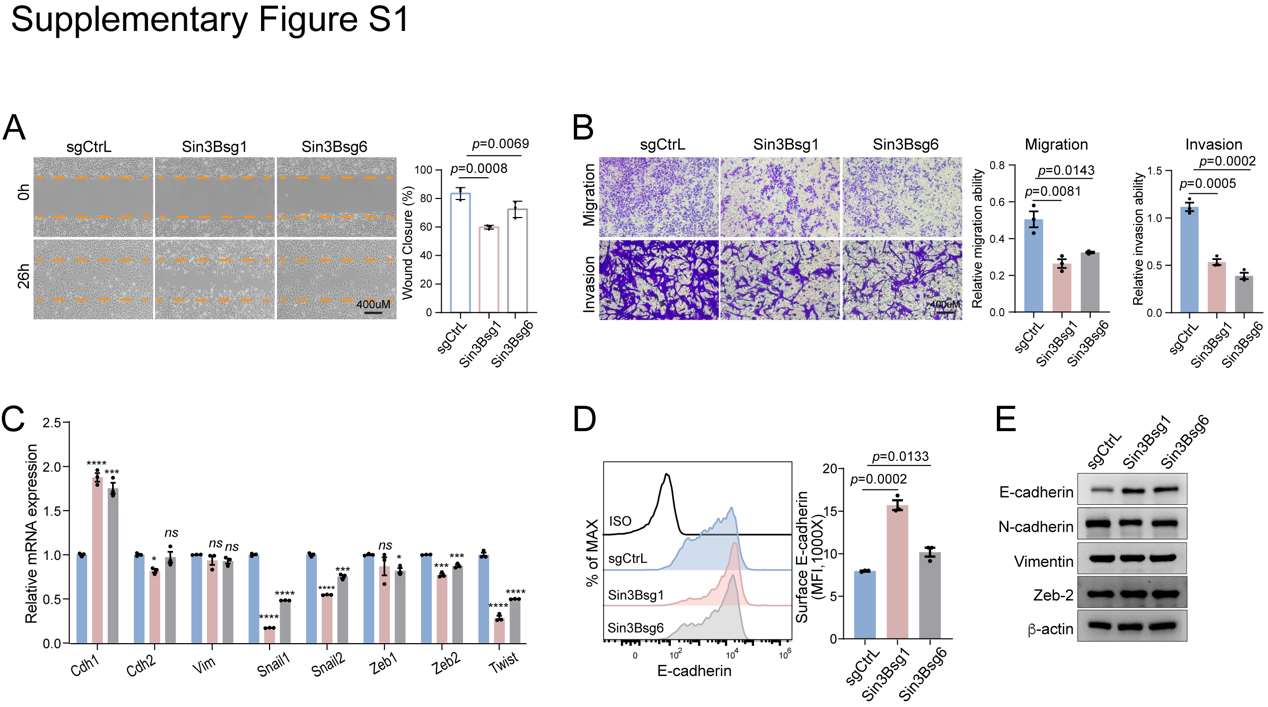
**

**Supplementary Figure S1**

(A) Wound healing assay of sgCtrL, Sin3Bsg1, and Sin3Bsg6 KPC1199 cells after 26 hours. Representative images were captured using phase contrast microscopy. Scale bars=400 µm.

(B) Transwell-based migration and invasion assay of sgCtrL, Sin3Bsg1, and Sin3Bsg6 KPC1199 cells over 24 hours. Relative migration and invasion capabilities were quantified with OD595. Scale bars=400 µm.

(C) RT-PCR analysis quantifying the expression levels of epithelial-mesenchymal transition (EMT)-related genes in control and Sin3B-deficient KPC1199 cells.

(D) Representative histograms (left) and statistical analysis (right) of E-cadherin in control and Sin3B-deficient KPC1199 cells

(E) Western blot analysis of indicated proteins in KPC1199 cells.

All data are presented as the mean ± SEM. One-way ANOVA with multiple comparisons in A-D. ns, not significant.

**
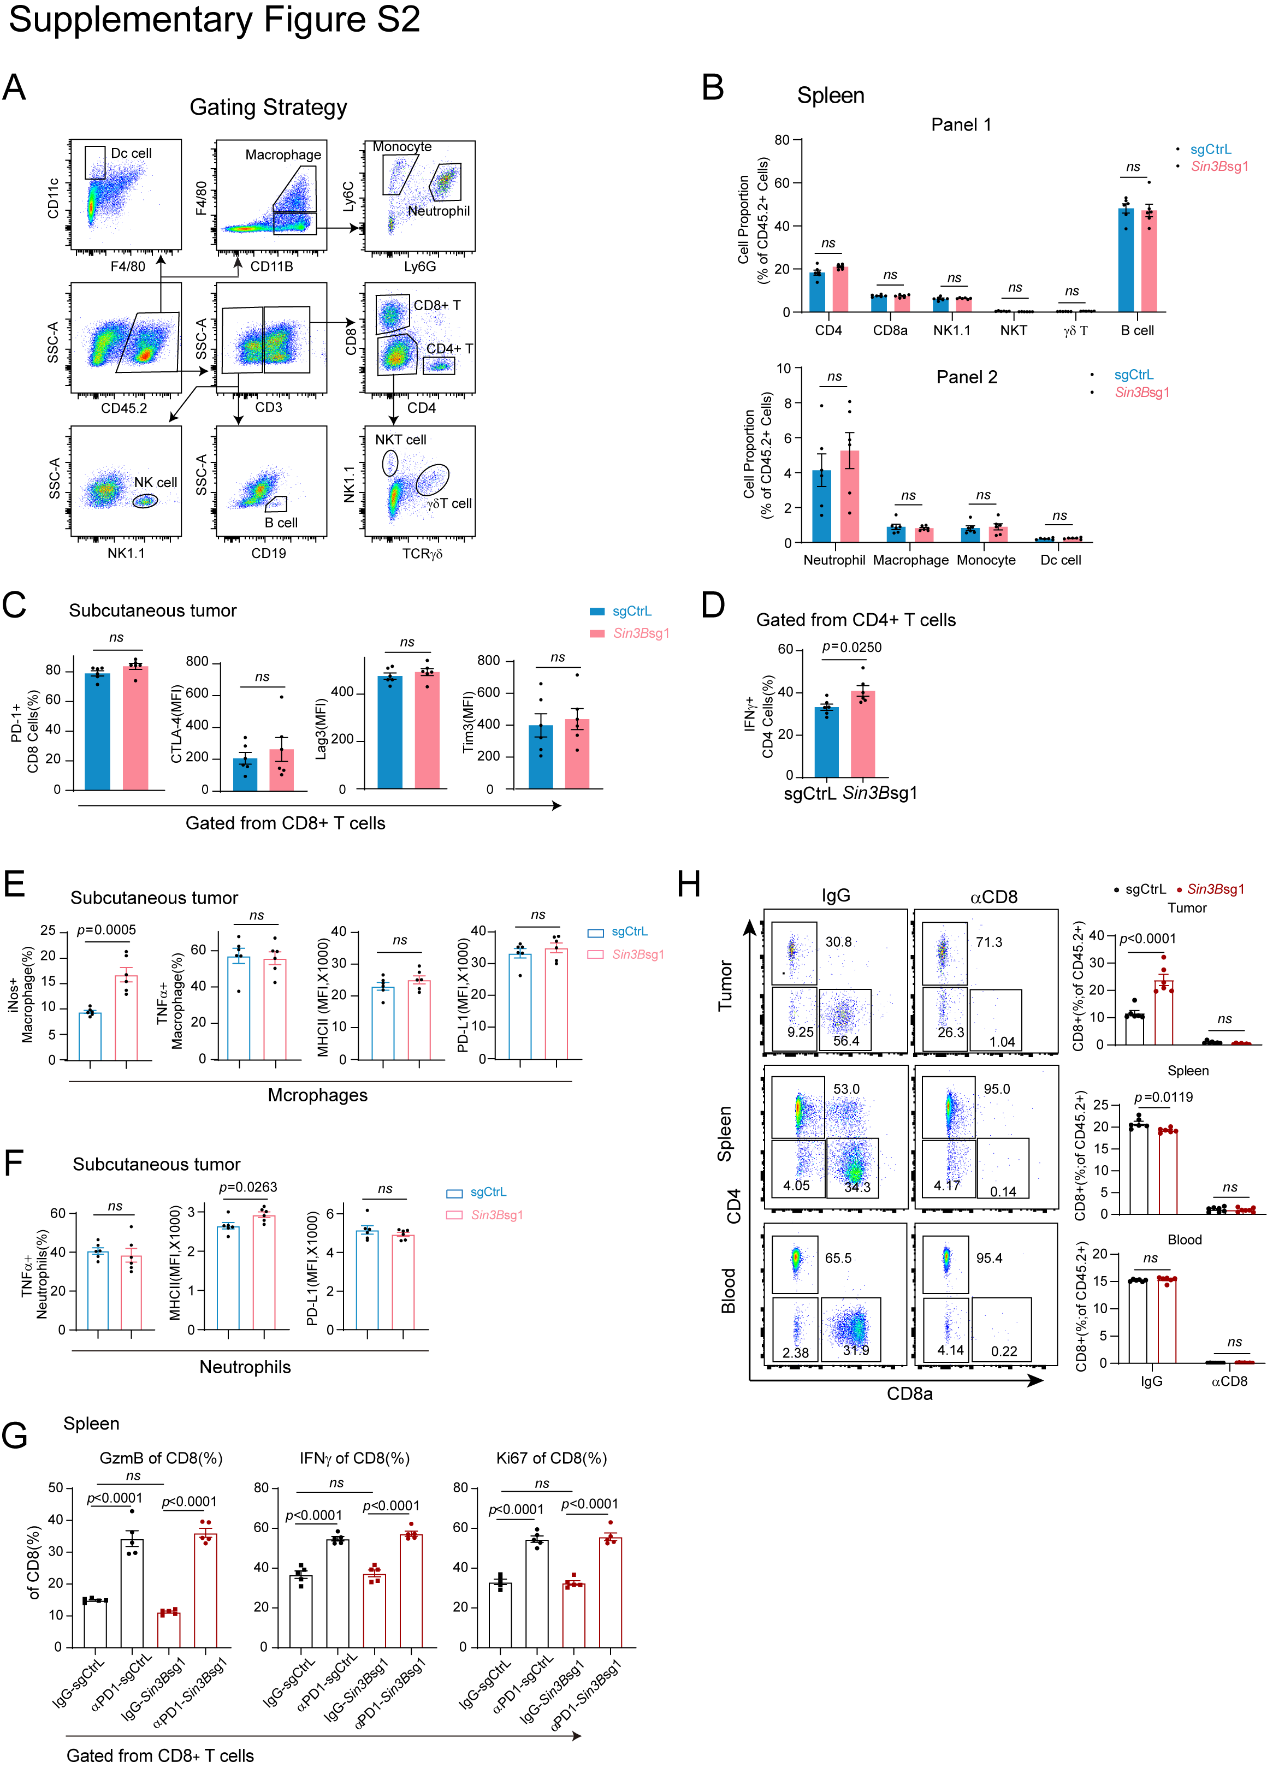
**

**Supplementary Figure S2**

(A) Gating strategy for flow cytometry analysis of tumors and spleens used in this study.

(B) Composition of key immune cells in the spleens of C57BL/6J wildtype mice inoculated with either sgCtrl or Sin3Bsg1 KPC1199 cells.

(C) Statistical analysis of exhaustion markers, PD1, CTLA4, Lag3, and Tim3 production in tumor-infiltrating CD8^+^ T cells from the indicated mice.

(D) Statistical analysis of IFN𝛾 production in tumor-infiltrating CD4^+^ T cells from the indicated mice.

(E) Quantification of iNOS, TNFα, MHCII, and PD-L1 within tumor-infiltrating macrophages from the indicated mice.

(F) Quantification of TNFα, MHCII, and PD-L1 within tumor-infiltrating neutrophils from the indicated mice.

(G) Quantification of GzmB, IFN𝛾, and Ki67 in CD8^+^ T cells from the spleens of the indicated mice.

(H) Blocking efficiency of CD8^+^ T cells in subcutaneous models.

All data are presented as the mean ± SEM. n=5-6 for each group. Unpaired Student’s t-test applied in B-H. One-way ANOVA with multiple comparisons in G. ns, not significant.

**
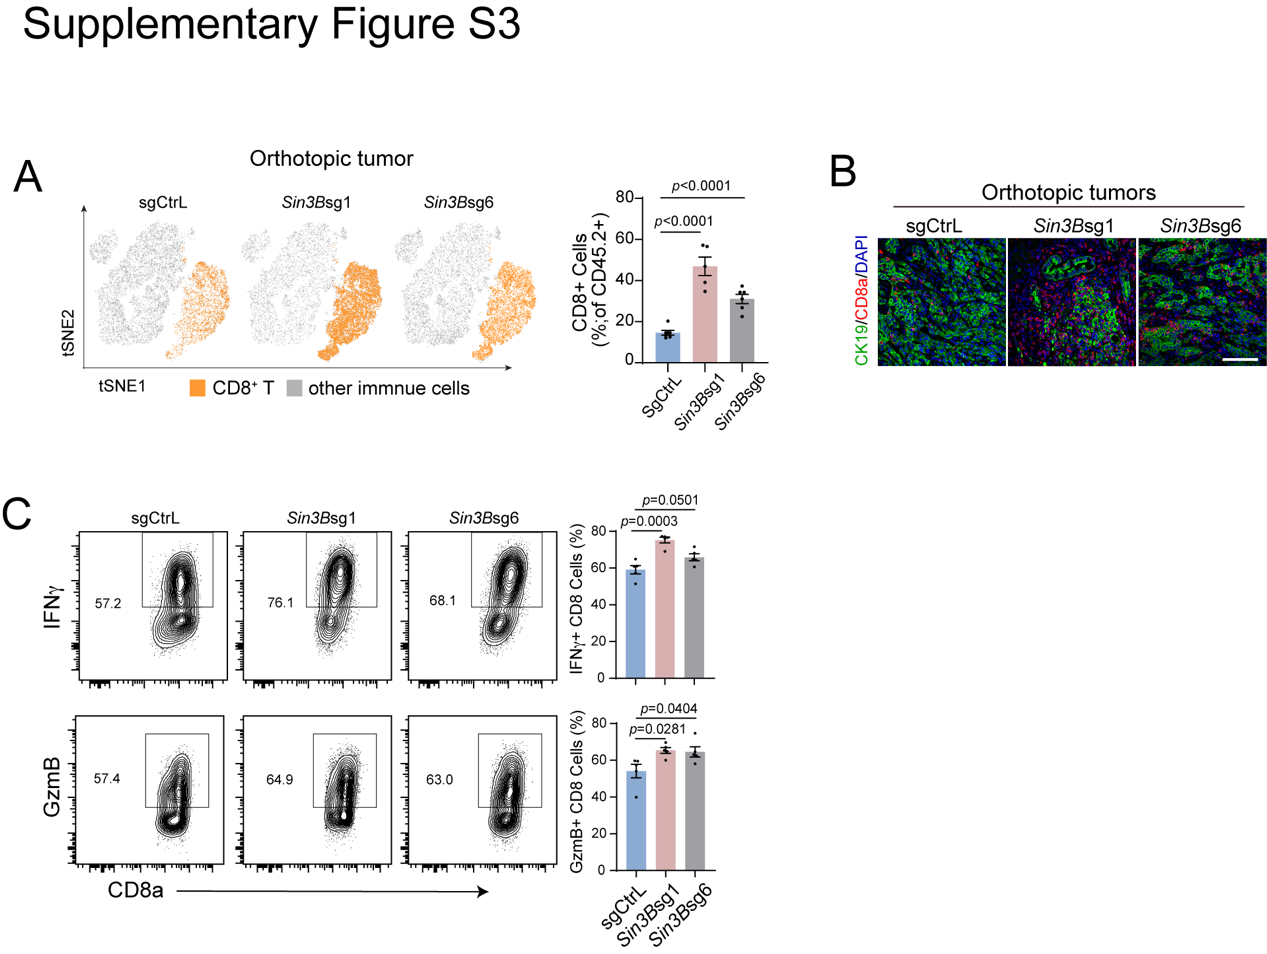
**

**Supplementary Figure S3**

Tumor Immune Microenvironment in Orthotopic Tumors

(A) t-SNE plots illustrating the composition of CD8+ T cells in control and Sin3B deficiency orthotopic tumors from C57BL/6J mouse models.

(B) Immunofluorescence staining for tumor cells (CK19) and CD8+ T cells (CD8a) in orthotopic tumors. Scale bar =40X.

(C) Representative contour plots (left) and statistical analysis (right) of GzmB and IFN𝛾 production by tumor-infiltrating CD8+ T cells from the specified mice.

All data are presented as the mean ± SEM. n=5 for each group. One-way ANOVA with multiple comparisons was used in A and C. ns, not significant.

**
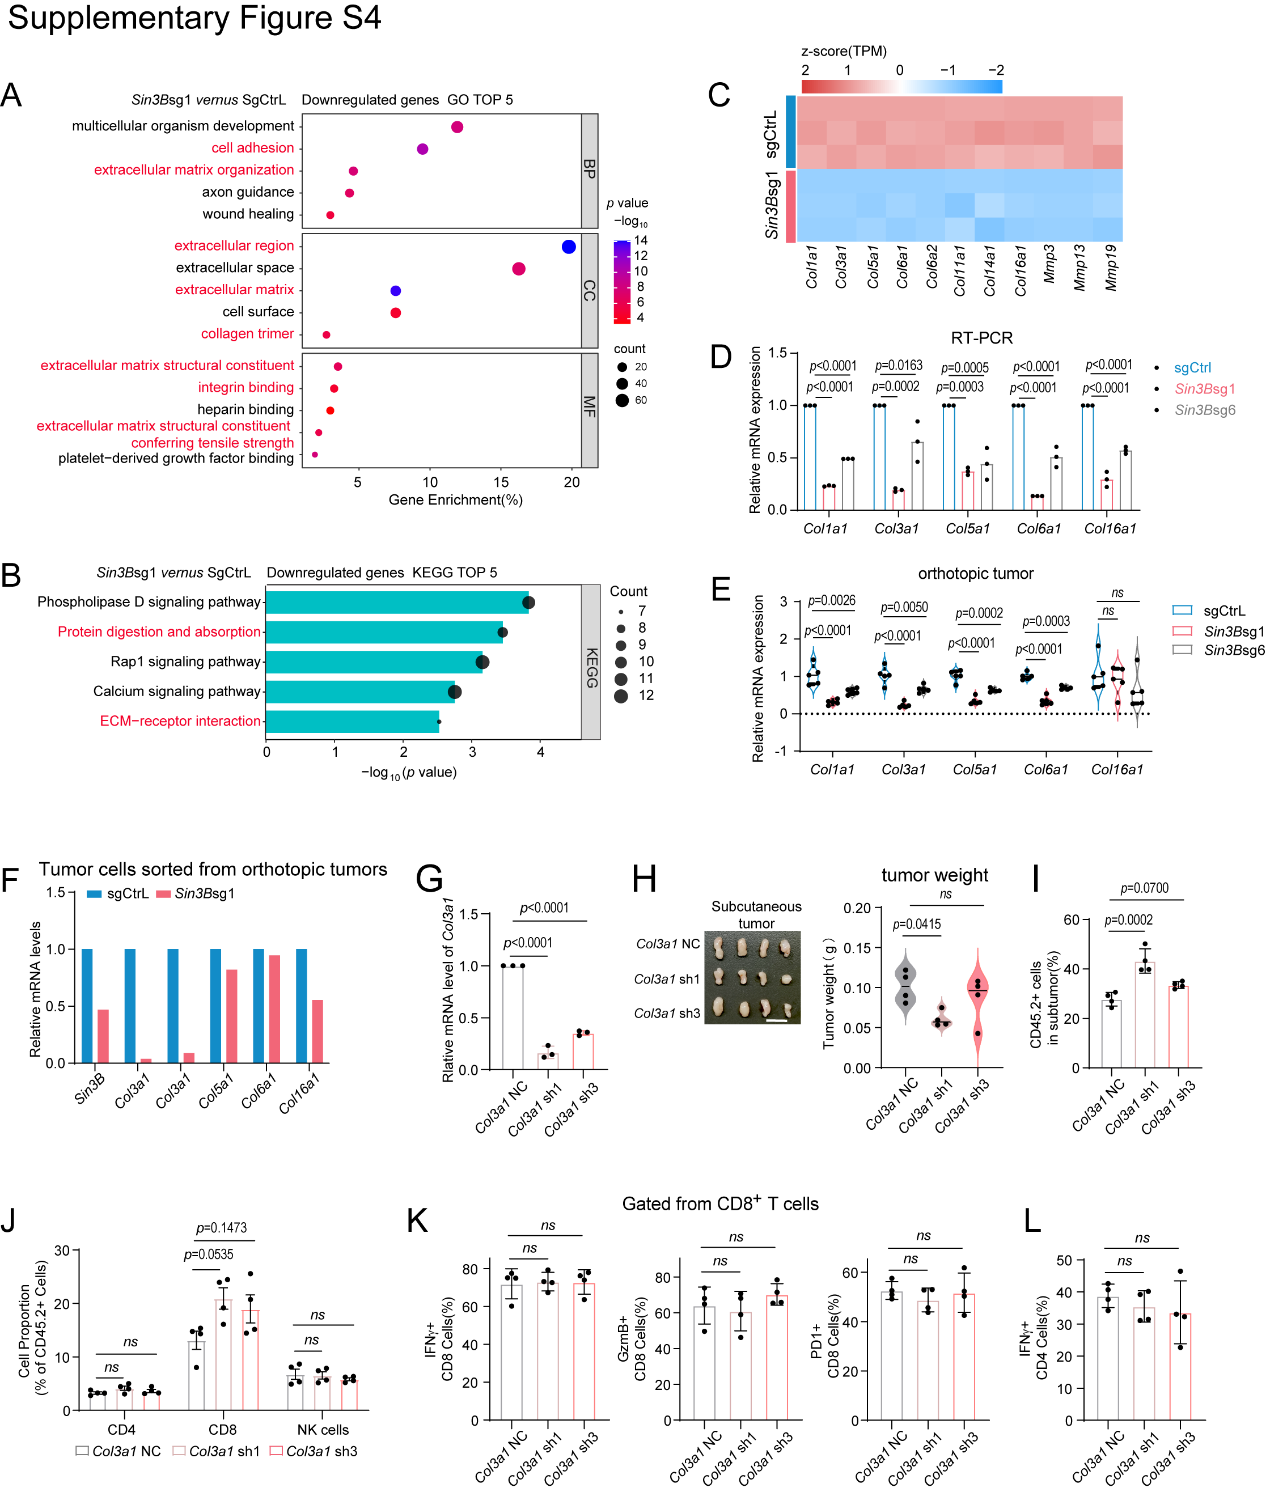
**

**Supplementary Figure S4**

Minor contribution of downregulated Col3a1 to TIME remodeling upon Sin3B loss

(A and B) Gene ontology (GO) analysis (A) and KEGG pathway analysis (B) of RNA-seq data, highlighting the top 5 enriched pathways downregulated in Sin3B-deficienct KPC1199 cells compared to sgCtrl cells. Categories include Biological Process (BP), Cellular Component (CC), and Molecular Function (MF).

(C) Heatmap representation of the expression levels of ECM-associated genes (identified in A) in control and Sin3B deficiency PDAC cells, as determined by RNA-seq data.

(D and E) Expression levels of selected collagen genes (Cols) in PDAC cell lines cultured in vitro (D) and in bulk tissue from orthotopic tumors (E) were quantified using RT-PCR. For E, n=5 for each group.

(F) Expression levels of selected Cols in purified PDAC tumor cells isolated from orthotopic tumors were determined using RT-PCR.

(G) PDAC cells (KPC1199) subjected to Col3a1 knockdown (KD) via shRNA, with the efficiency of this knockdown confirmed by RT-PCR. NC represents the negative control.

(H) Presentation of subcutaneous tumors and tumor weight in C57BL/6J wildtype mice injected with Col3a1 NC or KD (Col3a1 sh1, Col3a1 sh3) KPC1199 cells (n=4 for each group).

(I) Quantification of the immune cell (CD45.2+) percentage in subcutaneous tumors from the specified mice, as assessed by flow cytometry.

(J) Analysis of the composition of T cells and NK cells in subcutaneously implanted tumors with either NC or cCol3a1 sh.

(K) Statistical evaluation of GzmB and IFNγ production by tumor-infiltrating CD8+ T cells, and assessment of PD-1 surface expression on tumor-infiltrating CD8+ T cells.

(L) Statistical evaluation of IFNγ production by tumor-infiltrating CD4+ T cells.

Data are presented as the mean ± SEM unless otherwise indicated. For H-L, and n=4 for each group. One-way ANOVA with multiple comparisons in D-L except F. ns, not significant.

**
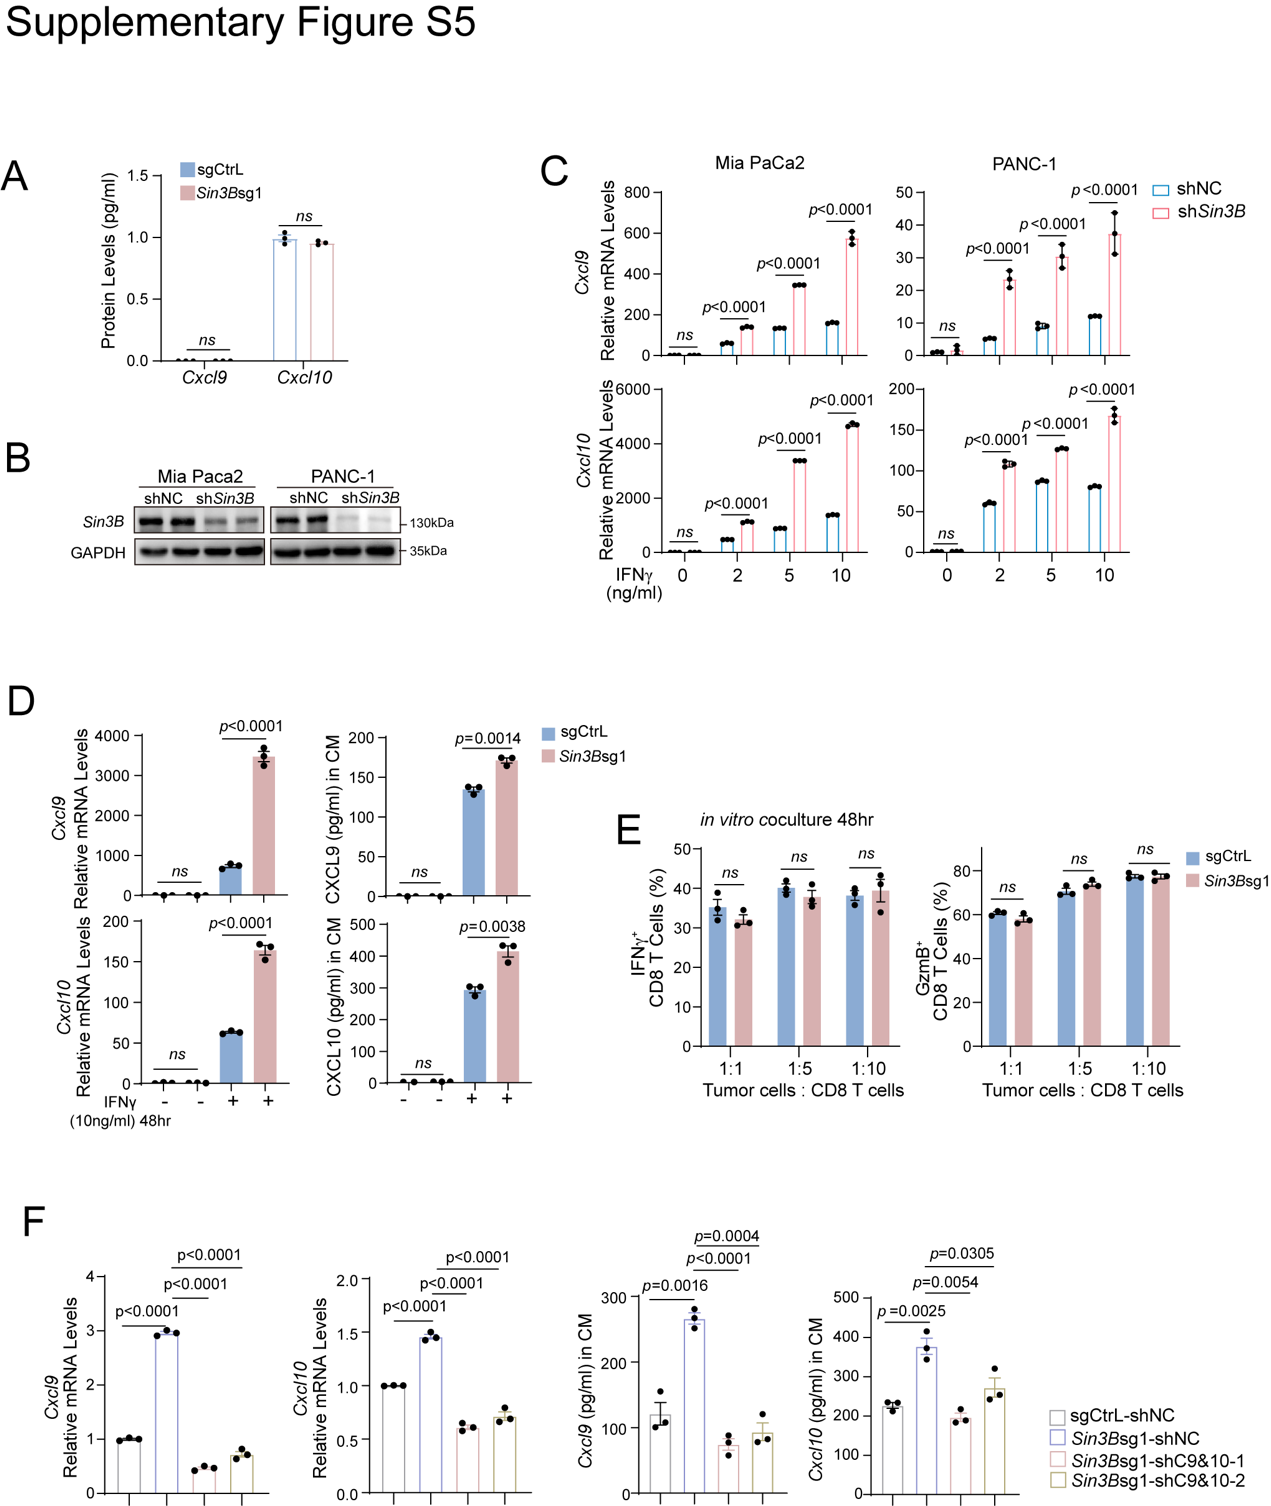
**

**Supplementary Figure S5**

(A) The protein levels of *Cxcl9* and *Cxcl10* in the CM derived from KPC1199 were measured.

(B) Human PDAC cells, Mia Paca2 and PANC-1, with *Sin3B* knockdown were constructed using shRNA, and the efficiency of this knockdown was validated through western blot analysis. NC, negative control.

(C) RT-PCR analysis quantified *Cxcl9* and *Cxcl10* mRNA expression levels in human PDAC cells after treatment with varying IFNγ concentrations for 24 hours.

(D) mRNA expression (left) and the protein levels (right) of *Cxcl9* and *Cxcl10* in KPC1199 cells, following treatment with 10ng/ml IFNγ for 48 hours.

(E) Co-culture of sorted CD8^+^ T cells and control or *Sin3B*-deficienct KPC1199 cells for 48h *in vitro*, tumor cell: CD8=1:1, 1:5,1:10. Quantification of IFNγ and GzmB in CD8^+^ T cells.

(F) *Sin3B*-deficienct KPC1199 cells with *Cxcl9* and *Cxcl10* knockdown were constructed using shRNA, and the efficiency of this knockdown was validated through mRNA and protein levels of *Cxcl9* and *Cxcl10*. NC, negative control. sgCtrL-shNC, Sin3Bsg1-shNC, Sin3Bsg1-shCXCL9&CXCL10-1 (Sin3Bsg1-shC9&10-1), Sin3Bsg1-shCXCL9&CXCL10-2 (Sin3Bsg1-shC9&10-2).

All data are presented as the mean ± SEM. Unpaired t-test in A-E. One-way ANOVA with multiple comparisons in F. ns, not significant.

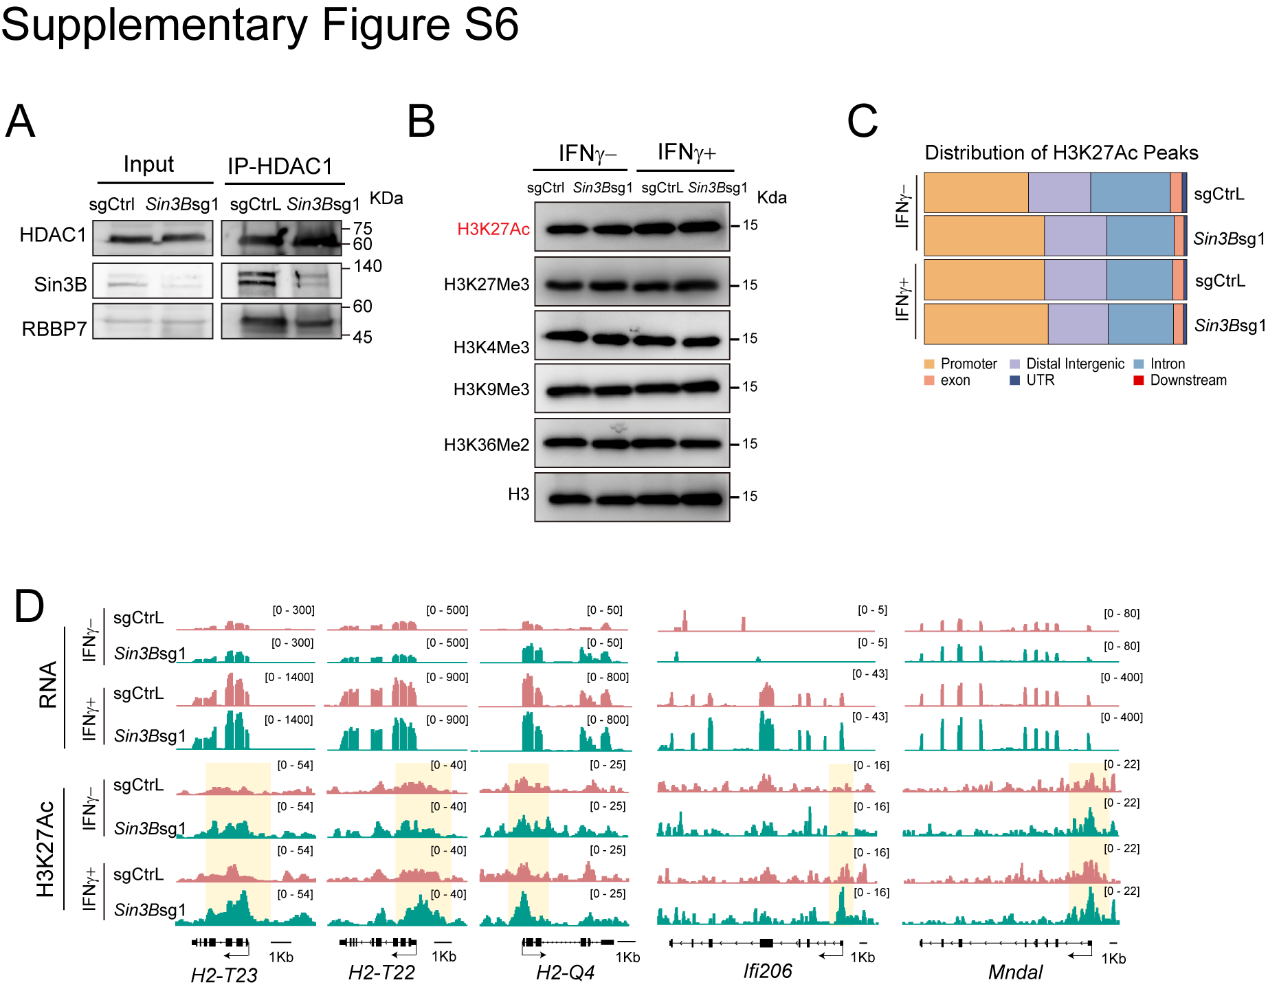

**Supplementary Figure S6**

(A) Co-immunoprecipitations with anti-HDAC1 antibody in control and Sin3B-deficienct KPC1199 cells. Immunoblots were performed using the indicated antibodies. 4% input. IP, immunoprecipitation.

(B) Western blot analysis of indicated epigenetic factors in KPC1199 cells.

(C)Genomic annotations of H3K27Ac binding peaks from H3K27Ac CUT&Tag in control and Sin3B-deficienct KPC1199 cells.

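The RNA levels of Ifi206, Mndal, H2-T23, H2-T22 and H2-Q4 were taken from the libraries with IFNγ, and all 5 were higher in Sin3Bsg1 past the threshold. Ifi206 (ENSMUSG00000037849) rose from 13.8 ± 1.26 CPM (SD, n = 3) in sgCtrL to 21.0 ± 1.06 (SD, n = 3) in Sin3Bsg1, a log2 fold change of 0.61 (standard error 0.10, edgeR adjusted p = 0.00172). Mndal (ENSMUSG00000090272) rose from 74.3 ± 2.65 to 100.0 ± 3.36 CPM (SD, n = 3 in each group), a log2 fold change of 0.43 (standard error 0.067, edgeR adjusted p = 2.80e-04). H2-T23 (ENSMUSG00000067212) rose from 241 ± 4.63 to 331 ± 18.8 CPM (SD, n = 3 in each group), a log2 fold change of 0.45 (standard error 0.055, edgeR adjusted p = 2.74e-05), and H2-Q4 (ENSMUSG00000035929) had a log2 fold change of 0.50 (standard error 0.053, edgeR adjusted p = 7.63e-06). H2-T22 (ENSMUSG00000056116) had a log2 fold change of 0.22 (standard error 0.058, edgeR adjusted p = 0.0165), and its adjusted p rose above 0.05 without replicate 2 or 3 of sgCtrL with IFNγ (log2 fold change 0.17 and 0.20), without replicate 2 of Sin3Bsg1 with IFNγ (0.20) and in the fit on only the 6 libraries with IFNγ. Reads can be shared between members of the H2 family, and Ifi206 and Mndal belong to another family of related genes, so these values are uncertain to that extent.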

(D)IGV plots showed the RNAseq peaks (upper panel) and Cut&tag peaks of H3K27Ac (lower panel) at the other ISG sites in control and Sin3B-deficienct KPC1199 cells.

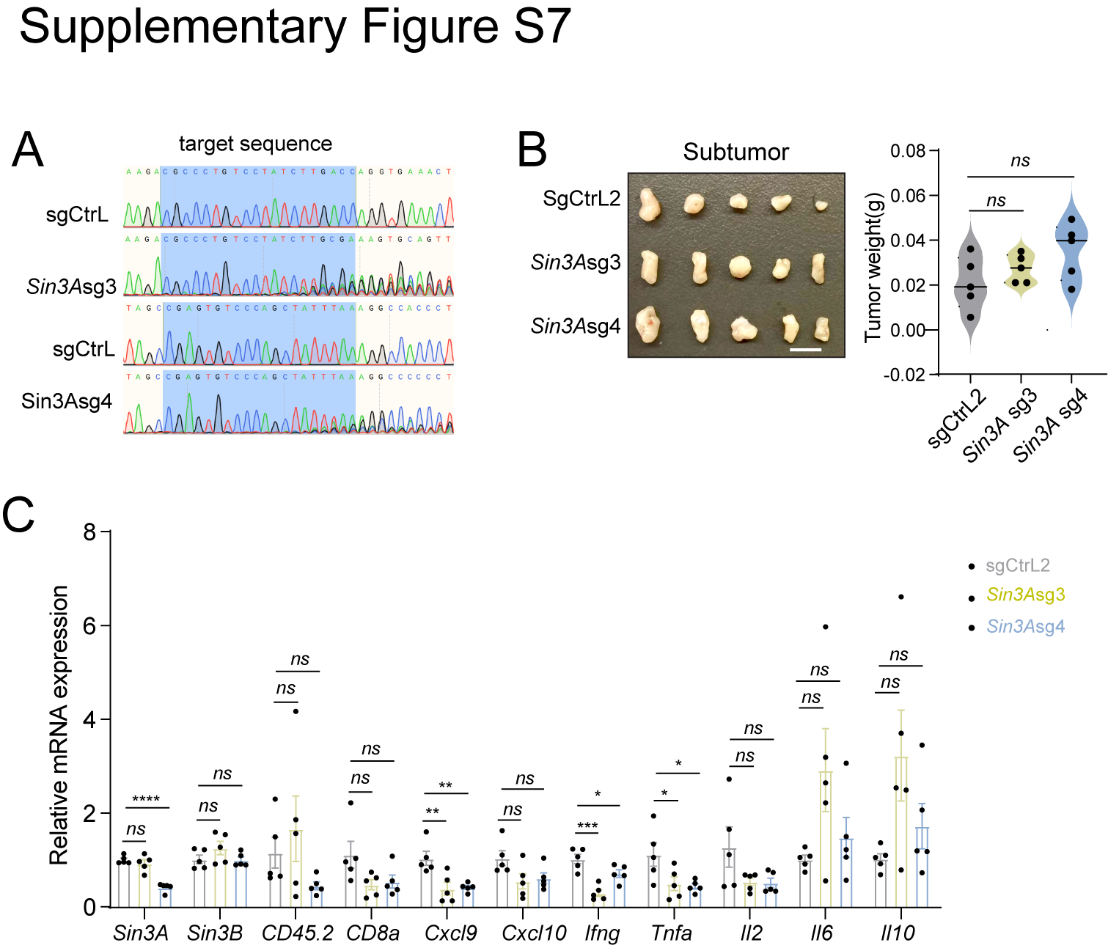

**Supplementary Figure S7**

(A) Using the CRISPR-Cas9 system, *Sin3A* knockout (KO) KPC1199 cells were engineered. The peak chart depicts the DNA sequence of Sin3A specifically targeted by sgRNAs.

(B) Tumor representation and weight were determined for wild-type C57BL/6J mice inoculated with either sgCtrL2 or *Sin3A*-deficienct (Sin3Asg3, Sin3Asg4) KPC1199 cells (n=5 for each group).

(C) The expression levels of *Sin3A*, *Sin3B*, immune cell marker, chosen chemokines and cytokines in subcutaneous tumors were quantified utilizing RT-PCR.

Data are presented as the mean ± SEM. One-way ANOVA with multiple comparisons applied in B and C. ns, not significant, **p*<0.05, ***p*<0.01, ****p*<0.001, *****p*<0.0001.

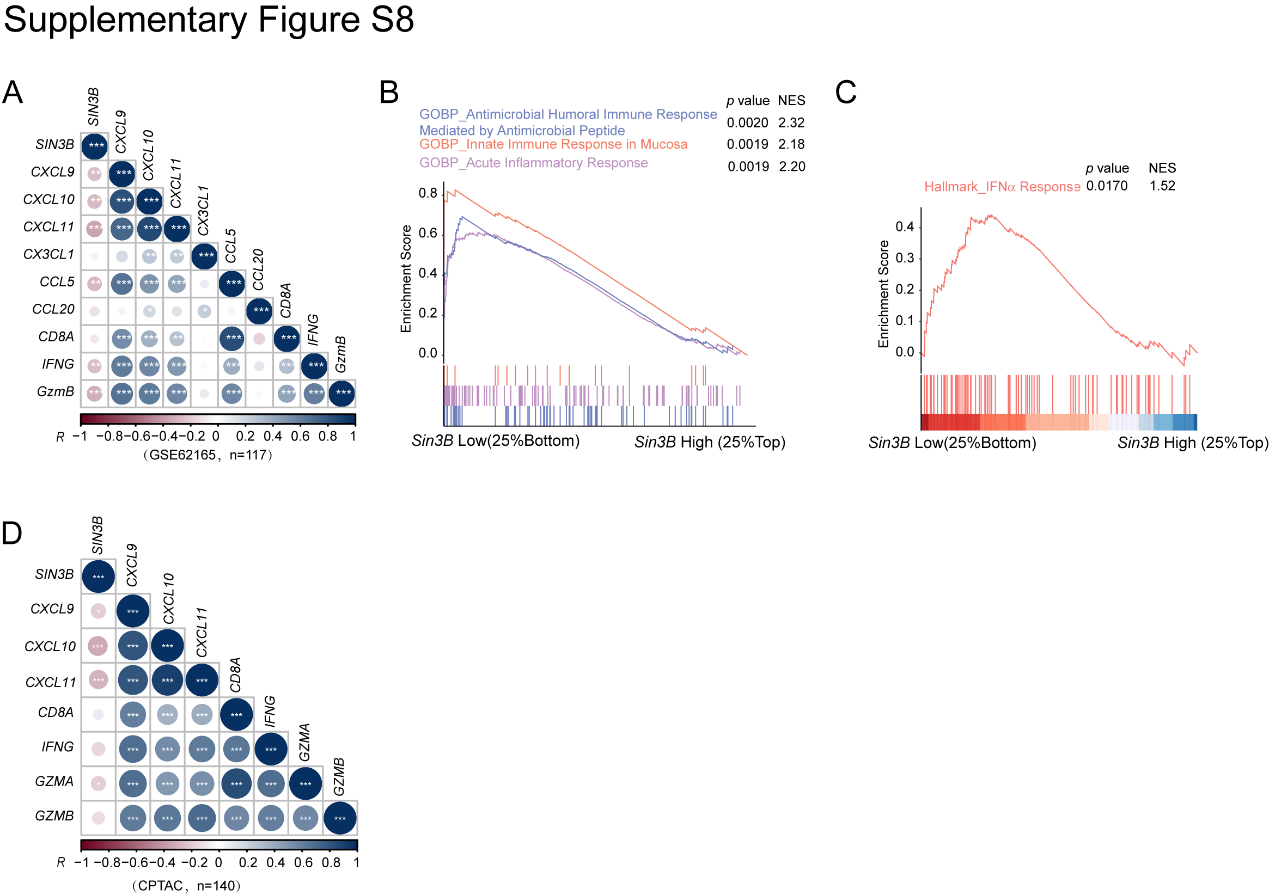

**Supplementary Figure S8**

(A-C) Investigating the role of Sin3B in human PDAC based on the analysis of human PDAC cohort (GSE62165, n=117).

(A) Pearson’s correlation analysis was conducted to assess the relationship between SIN3B expression and the levels of CXCL9, CXCL10, CXCL11, CCL5, CCL20, CD8A, IFNG and GZMB in human primary PDAC transcriptomic data (n=117 samples).

(B-C) GSEA was performed comparing lower quartile Sin3B expressers (Sin3B Low; 25% Bottom) with the upper quartile expressers (Sin3B High; 25% Top) within the human PDAC cohort.

(D) Pearson’s correlation analysis was conducted to assess the relationship between SIN3B expression and the levels of CXCL9, CXCL10, CXCL11, CD8A, IFNG, GZMA and GZMB in human primary PDAC transcriptomic data (CPTAC-data, n=140 samples).

All data are presented as mean ±SEM. **p*<0.05, ***p*<0.01, ****p*<0.001, *****p*<0.0001.

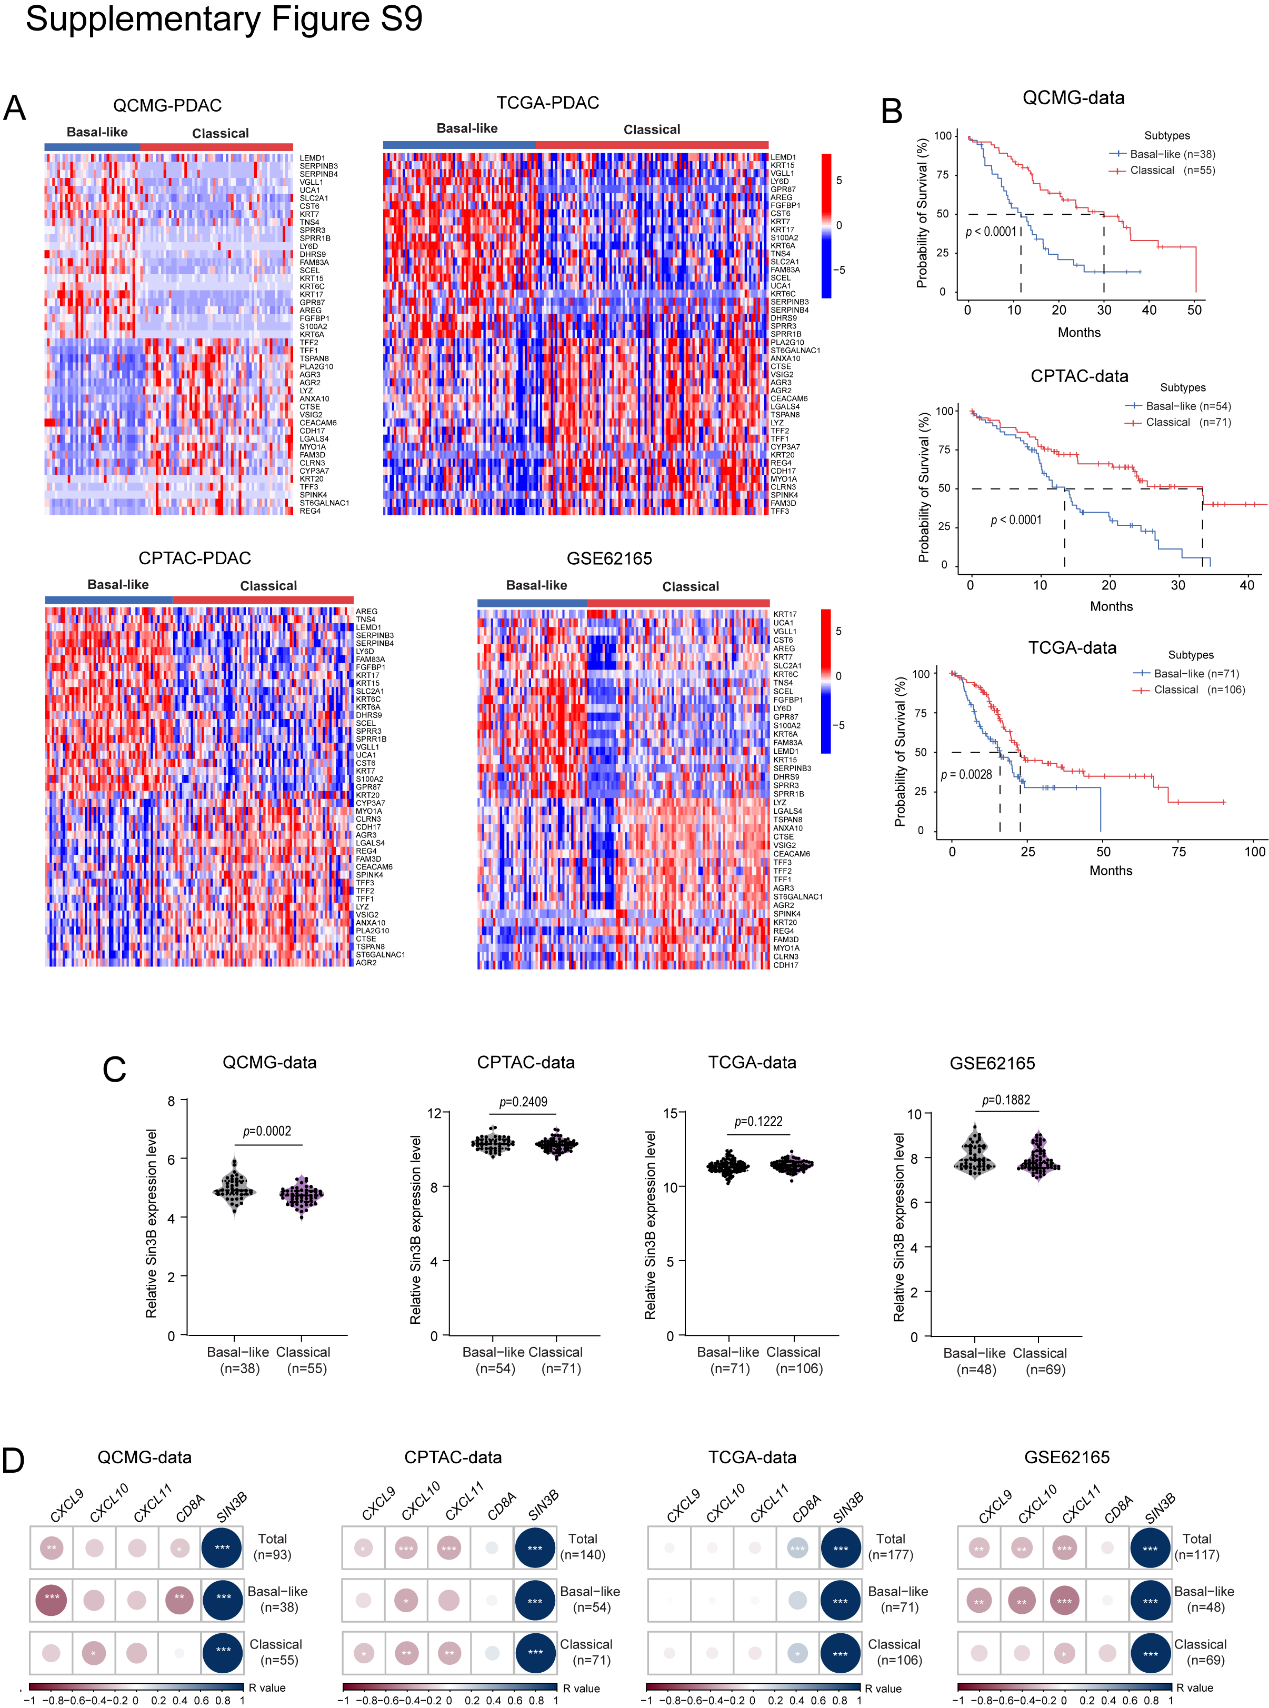

**Supplementary Figure S9**

A-D are derived from the QCMG, CPTAC, TCGA, and GSE62165 PDAC transcriptomics databases. (A) Classification of PDAC into basal-like and classical subtypes based on NMF clustering analysis. (B) Prognostic analysis of basal-like and classical subtypes in PDAC. (C) Expression levels of SIN3B in basal-like and classical subtypes. (D) Pearson’s correlation analysis evaluating the relationship between SIN3B expression and the levels of CXCL9, CXCL10, and CXCL11 in human PDAC transcriptomic data. All data are presented as mean ±SEM. **p*<0.05, ***p*<0.01, ****p*<0.001.

**
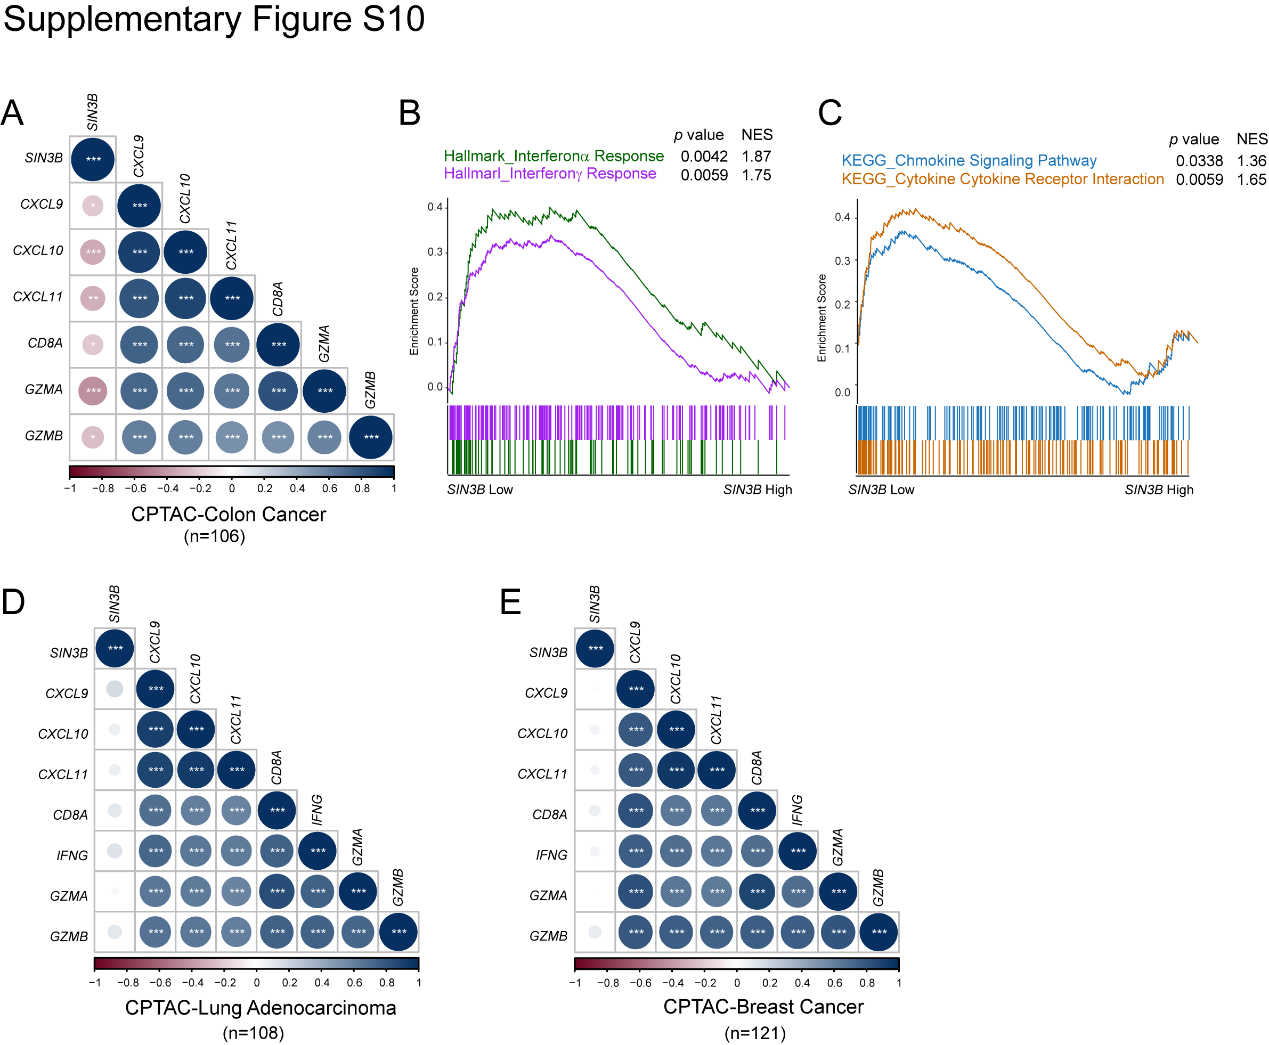
**

**Supplementary Figure S10**

(A-C) Investigating the role of SIN3B in human colorectal cancer (CRC) based on the analysis of human cohort (CPTAC-Colon Cancer, n=106). (A) Pearson’s correlation analysis was conducted to assess the relationship between SIN3B expression and the levels of CXCL9, CXCL10, CXCL11, CD8A, GZMA and GZMB in human CRC transcriptomic data (n=106 samples). (B-C) GSEA was performed comparing lower quartile SIN3B expressers (SIN3B Low; 25% Bottom) with the upper quartile expressers (SIN3B High; 25% Top) within the human CRC cohort.

(D and E) Pearson’s correlation analysis was conducted to assess the relationship between SIN3B expression and the levels of CXCL9, CXCL10, CXCL11, CD8A, IFNg, GZMA and GZMB in human Lung Adenocarcinoma (n=108 samples) and breast cancer transcriptomic data (n=121 samples). **p*<0.05, ***p*<0.01, ****p*<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

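RNA-seq of KPC1199 cells was taken from 16 libraries in 2 experiments. The untreated experiment has 2 libraries with a control guide (sgCtrL) and 2 with a guide against Sin3B (Sin3Bsg1). The IFNγ experiment has 3 libraries for each combination of these guides with and without IFNγ (10 ng mL−1 for 24 h). The authors deposited estimated counts of reads per gene, which need not be whole, in a table for each experiment, without normalization and together with the mean of each group. According to the paper's methods, reads were aligned to mouse mm9 with HISAT2 and uniquely mapped reads were counted with featureCounts. The text does not name the versions, the annotation or the strand setting. The tables hold 55738 features in the untreated experiment and 56980 in the IFNγ experiment, with Ensembl identifiers, symbols, gene lengths and GO terms. In the untreated table 324 features are assembled loci without a gene name, which took 0.615 to 0.677% of the counts of a library. The mean columns were checked against the replicate columns and left out. The control columns carry the name of a lacZ guide, and were taken as sgCtrL because each table holds only that guide and the Sin3B guide.

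The counts were rounded to whole numbers. Total counts per library ran from 29683181 to 32311721 in the untreated experiment and from 18128055 to 27056903 in the IFNγ experiment. The 10 genes with the most counts took 4.84 to 5.51% of a library, and the TMM factors ran from 0.957 to 1.04. A gene with 3 counts or fewer in each library of a group was taken as at the floor, and a fold against such a group is given as a lower bound. Intervals and floors cover counting error only. The biological coefficient of variation between replicates was 2.87% in the untreated experiment and 6.78% in the IFNγ experiment. The sample titles do not say whether replicates are separate cultures, so p-values and standard errors cover the spread between these libraries only.

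Differences were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. The tables were fitted apart because they are separate experiments, and no test joins them. The untreated experiment was fitted on its 4 libraries with the group as the only term. The 12 libraries of the IFNγ experiment were fitted together with a mean per group, and the contrasts were Sin3Bsg1 against sgCtrL with IFNγ and without IFNγ, IFNγ against no IFNγ in each genotype, and the interaction of genotype and IFNγ. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Counts at the paper's threshold used the unadjusted p under 0.05 with a fold change of at least 1.5 for lower genes in the untreated experiment and at least 1.3 for higher genes with IFNγ. The genes named are those the paper names from its RNA-seq, genes of the Sin3 complex, chemokines measured in tumors and EMT genes, and in each contrast the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups.

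Gene sets were 12 GO terms that the paper names, with members from the annotation of the deposited tables (43548 and 43792 features carry a term), the collagens, the MMPs and the H2 (MHC) genes by symbol, and 19 genes of Figure 4B. A gene was a member of a GO term only if its annotation held that term, and genes of narrower terms were not added. 1 gene is not reported here, and lists and sets were counted again without it after a first run. The sets were tested with camera of limma 3.58.1 on negative binomial z-scores, with the preset correlation of 0.01, and with fry, both adjusted over the 16 sets of a contrast. Genes at the paper's threshold were tested for membership with Fisher's exact test, two-sided, against all genes tested. TPM were computed from the counts and the deposited gene lengths. A list of 12 fibroblast genes was written before its test. IFNγ-induced genes were those at least 2-fold higher with IFNγ on average over both genotypes, and their median was compared with 10000 random lists matched on mean expression. To test depth, each library was thinned to the smallest total of its table. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

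The fits were tested on simulated data. This test was first run after the fits of the deposited counts and was later placed before them. Counts were drawn for the 14820 and 14913 genes of the 2 experiments from their means and library sizes, with 200 genes changed by known folds, in 10 draws. Each changed gene was moved at least 2-fold, and the spread was the one edgeR had estimated. The shares that follow therefore need not hold for smaller changes or where many more genes change. Over the draws edgeR called on average 95.8% of the changed genes in the untreated design and 94.7% in the IFNγ design, and 8.92% and 5.34% of its calls were false. DESeq2 called 93.0% and 95.0%, with 1.32% and 9.21% false. The share of false calls in a single draw ran as high as 10.6%. A limit of 10% was at first set on a single draw, which DESeq2 passed when the test came after the fits and not when it was placed before them, where other random numbers were drawn. The limit was moved to the mean of 10 draws after that result, and after further edgeR draws with a mean under the limit and at least 1 draw over it, had been seen. Set on each draw, the limit is not met by edgeR in the untreated design or by DESeq2 in the IFNγ design.

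The alternatives tried were edgeR's RLE factors in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter on low counts beyond 1 count in total, at least 10 counts in every library, only genes with an Ensembl identifier, only the 6 libraries of the 2 groups compared, the replicate number as a block, each replicate left out in turn, camera with an estimated correlation, fry in place of camera, an adjusted p with the same fold, and an equal-variance 2-sample test on TPM, since the p-values of Tables S3 and S4 recompute from their TPM columns in that way. No coordinates are given, because the tables hold none and the reference at hand is of another build than the authors' mm9. H2 genes, Reg3b and Reg3g, and the families of Iigp1, Gm4841, Tgtp1 and Gm43302 can share reads with relatives, so their values are uncertain. KEGG pathways, the CUT&Tag, protein and animal data were not analysed here.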

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

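Tests of depth, of gene length and of fibroblast RNA were written down before the values they measure were seen. All other tests in this part (splits of the libraries, the fit without 1 library, normalization, exchanged labels and culture) were chosen only after the result was seen. The fit without 1 library and the scalings and filters were among the alternatives set before the data were examined. Only their use as tests of an explanation came later.

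The response to IFNγ differed between Sin3Bsg1 and sgCtrL for 17 of 14913 genes, 12 with a positive and 5 with a negative interaction, by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment (808 genes had an unadjusted p under 0.05). Iigp1 had the smallest adjusted p. It had 19.5 CPM in Sin3Bsg1 and 47.3 in sgCtrL without IFNγ, and 1621 and 1820 with IFNγ, an interaction of 1.12 (standard error 0.087, edgeR adjusted p = 2.05e-05), and over the alternatives its adjusted p ran from 3.10e-41 to 2.53e-04. Cmpk2 had an interaction of 2.26 (standard error 0.38, edgeR adjusted p = 0.0337), with a genotype difference of -2.42 without IFNγ, where Sin3Bsg1 had only 0.148 CPM, and of -0.16 with IFNγ, and over the alternatives its adjusted p ran from 1.11e-04 to 0.163. For Gm4841 the interaction was 1.04 (standard error 0.17, edgeR adjusted p = 0.0308), from a genotype difference of -1.39 without and -0.35 with IFNγ, and over the alternatives its adjusted p ran from 6.59e-08 to 0.168. For Cd274 it was 0.47 (standard error 0.084, edgeR adjusted p = 0.0454), from -0.53 without and -0.054 with IFNγ, and over the alternatives its adjusted p ran from 0.00269 to 0.246. 3 named genes had a negative interaction. H2-Q4 had an interaction of -0.82 (standard error 0.12, edgeR adjusted p = 0.0201), from 1.32 without and 0.50 with IFNγ, and over the alternatives its adjusted p ran from 2.94e-07 to 0.0851. H2-K1 had -0.63 (standard error 0.082, edgeR adjusted p = 0.00929), from 0.93 and 0.30, and over the alternatives its adjusted p ran from 3.26e-10 to 0.0813. Fst had -0.58 (standard error 0.088, edgeR adjusted p = 0.0203), from 1.01 and 0.43, and over the alternatives its adjusted p ran from 2.11e-06 to 0.117. In all 7 genes the genotypes lay further apart without IFNγ than with it.

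For the 17 genes as a count, a grouping by chance stays open, and splits of the libraries cannot decide it. Of 100 splits drawn within the libraries without and with IFNγ, 5 gave as many genes, the real split included. Some of those splits exchange the genotypes in one arm more than in the other and so hold the effect of the genotype itself, and the highest count among them was 4366. Replicate 1 of sgCtrL with IFNγ, which lies apart from its group, does not make the count, because without it 33 genes passed, among them all 17. The count fell to 1 without replicate 3 of sgCtrL without IFNγ or replicate 2 of Sin3Bsg1 without IFNγ, to between 3 and 7 without any of 8 others, to 15 without replicate 2 of sgCtrL with IFNγ, and to 8 (2 higher, 6 lower) with the libraries thinned to equal totals. Reads shared between relatives of Iigp1, Gm4841 and the H2 genes were not tested and stay open for these genes. A change of the response to IFNγ by Sin3B loss also stays open as a hypothesis. Its best-measured case is Iigp1, whose interaction stayed between 1.03 and 1.19 with each library left out.

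Col1a1, Col5a1 and Col6a2 had log2 fold changes of opposite sign in the untreated experiment and in the IFNγ experiment without IFNγ, without overlap between the groups in either, and this difference between experiments was not tested. The log2 fold changes were -1.62 and 1.37 for Col1a1, -1.31 and 0.060 for Col5a1 and -1.39 and 0.21 for Col6a2. Without IFNγ Col1a1 and Col6a2 passed the threshold and Col5a1 did not (adjusted p = 0.462). Among 38 named genes compared, 3 had opposite signs without overlap. The chance value of 0.633 assumes that no gene differs, while many of these genes were picked because they change. It therefore cannot show an excess of such genes. Normalization is argued against for Col1a1, whose change without IFNγ was at least 1.37 under each scaling and filter tried. Exchanged genotype labels are argued against because Sin3b was lower in all 8 Sin3Bsg1 libraries than in the sgCtrL libraries of their table. RNA of fibroblasts in the Sin3Bsg1 libraries without IFNγ would raise the fibroblast genes together. Of the 12 listed, 5 had enough counts in these cells to be tested, 3 of them fell past the threshold (Col3a1 -0.45, which is also in Figure S4C, Pdgfra -0.26 and Sparc -0.27), Pdgfrb rose (0.19) and Fbn1 did not pass (-0.11). In Sin3Bsg1 Col1a2 had 0.112 CPM, Dcn 0.0432, Lum 0.0430, Fap 0.0290, Mfap5 0.0272, and Postn and Thy1 had none. A difference of culture or passage between the experiments cannot be told apart from other differences between them, because each experiment has its own table and no sample is shared. The effects of Sin3B loss correlated across genes at r = 0.323 between the experiments and at r = 0.565 between the arms of the IFNγ experiment.

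Without IFNγ, 2567 genes differed between Sin3Bsg1 and sgCtrL in the IFNγ experiment (1177 higher, 1390 lower), a comparison for which the paper's text and tables give no gene list. Depth is argued against as the source, since 2434 genes (1272 higher, 1162 lower) passed with the libraries thinned to 18128031 counts each, and under edgeR's RLE factors 1229 were higher and 1268 lower, so the balance of directions is uncertain to that extent. Gene length is argued against by a rank correlation with the log2 fold change of -0.0158. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and each other split gave 0. As 10 splits give no share under 0.1, a grouping by chance cannot be told apart from the genotype by splits alone. Of 1610 genes that also passed with IFNγ, in other libraries, 1608 changed in the same direction and 2 did not. Of 1477 that also passed in the untreated experiment, 1322 did and 155 did not. These values argue against a grouping by chance for the genes they cover. A difference that came with the 2 cell populations other than Sin3B, such as their separate selection, was not tested and stays open beside the loss of Sin3B.

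In the untreated experiment 2227 genes were higher in Sin3Bsg1 past the threshold, while the paper reports the lower genes. With the libraries thinned to equal totals 2168 were higher, and the rank correlation of the log2 fold change with gene length was -0.0758. Neither the difference in total counts nor gene length therefore accounts for them. With 2 libraries per group no split of the samples was counted, and a grouping of the libraries by a factor other than the guide stays open, as does an effect of Sin3B loss.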

How the results depend on the processing

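All alternatives were set before the data were examined. Over 124 results and 2007 comparisons with an alternative, 1892 kept their direction, their side of the threshold and, for a count, a size within 1.5 times. The cause of the changes below was not tested, except where fewer libraries or another set of genes tested is itself the change.

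In fits of only the 6 libraries compared, 1500 genes differed with IFNγ (main value 2463) and 3995 without IFNγ (main value 2567). The count of 17 genes for the interaction became 32 with DESeq2 (19 higher, 13 lower), 115 without a filter on low counts (50 higher, 65 lower) and 14 with at least 10 counts in every library (7 higher, 7 lower), and ran from 1 (without replicate 3 of sgCtrL without IFNγ or replicate 2 of Sin3Bsg1 without IFNγ) to 33 (without replicate 1 of sgCtrL with IFNγ) across the fits that each left out 1 replicate.

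The correlation of the effects of Sin3B loss between the untreated experiment and the IFNγ experiment without IFNγ was 0.323. It was 0.0451 without a filter on low counts, 0.479 with at least 10 counts in every library and 0.399 with only the 6 libraries compared. Between the arms of the IFNγ experiment it was 0.565, and 0.102, 0.782 and 0.732 under the same 3 settings, and ran from 0.472 to 0.510 across the fits that left out 1 replicate. Each of these settings also changes which genes are compared.

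In the untreated experiment, the 4 extracellular matrix terms passed with camera's preset correlation and not with an estimated one (adjusted p = 0.158 for cell adhesion and 0.117 for the other 3). Without a filter on low counts, camera gave 0.102 for cell adhesion, 0.102 for extracellular matrix organization and 0.0642 for extracellular matrix structural constituent. With IFNγ, fry gave an adjusted p of 4.90e-06 for inflammatory response, 0.00279 for cellular response to IFNγ and 0.0228 for chemokine-mediated signaling pathway, which did not pass with camera.

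Single genes near a log2 fold change of 0 changed direction. Snai1 without IFNγ was 8.57e-04 with no filter on low counts and ran from -0.092 to 0.089 across the fits that left out 1 replicate. Across those fits Col11a1 ran from -0.21 to 0.39 without and from -0.23 to 0.044 with IFNγ, Col14a1 from -0.35 to 0.064 without IFNγ, and with IFNγ Stat2 ran from -0.072 to 0.089, Cxcl11 from -0.19 to 0.54 and Tap1 from -0.018 to 0.11. Besides these, 58 other comparisons changed, 49 to weaker, 8 to stronger and 1 in size.

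Replicate numbers do not pair the libraries. In the IFNγ experiment the deviations of libraries with the same number correlated between -0.0286 and 0.119 over 18 pairs, 1 of them over 0.1, and in the untreated experiment the value was 0.0130. With the replicate number as a block, 4679 genes differed in the untreated experiment, 2389 with IFNγ, 2511 without IFNγ and 13 for the interaction.

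With the libraries of a table thinned to equal totals, 4456 genes differed in the untreated experiment and 2342 with IFNγ. Depth limits genes near the floor of 3 counts, such as Cxcl9, Cxcl10 and Cmpk2 without IFNγ, and the test on TPM gives a count only at the paper's threshold.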

Differences from the paper's values

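In the untreated experiment the log2 fold change of Sin3b was -1.28 here, and the paper's value in Table S3 is -1.83. The alternatives set before the data were examined gave -1.33 to -1.23, and none of them closed the gap. For Col11a1 the value was -1.06 and the paper's is -0.69, and no alternative closed the gap (from -1.10 to -0.98). For Col5a1 it was -1.31 and the paper's is -1.23. The fits without replicate 1 of sgCtrL (-1.30) and without replicate 2 of Sin3Bsg1 (-1.26) came within the spread between replicates of the paper's value, and the other alternatives did not.

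The paper names cellular response to IFNγ, inflammatory response and chemokine signaling among the terms enriched in Sin3Bsg1 cells with IFNγ. Cellular response to IFNγ did not pass here with Fisher's exact test (adjusted p = 0.162), and the 3 terms did not pass with camera, at 0.144 for inflammatory response and 0.160 for both others, while fry called all 3, as did Fisher's exact test for inflammatory response and chemokine signaling. The paper also names cell fate commitment among the terms of the overlap with H3K27Ac. Over all genes higher with IFNγ it did not pass (Fisher's exact test, adjusted p = 0.0570), and camera called it only with at least 10 counts in every library (0.0391), where it went down. Without IFNγ it passed with Fisher's exact test among the higher genes (adjusted p = 0.0303) and among the lower genes (0.0396). The terms here hold only genes that carry the term itself in the deposited annotation. The list of higher genes also differs, with 898 genes against the paper's 626. A term that did not pass here therefore need not contradict the paper.

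The paper draws IFNγ-induced genes in its Figure 4B. From it the paper states that Sin3B loss raises Cxcl9/10 and further interferon-stimulated genes, among them genes of antigen presentation. It does not state this for each gene drawn, and 5 of the 19 genes are in its Table S4. Here 2463 genes differed in that contrast and 10 of the 19 analysed here were among them, and Stat3 joined them with DESeq2 and without replicate 1 of sgCtrL or replicate 3 of Sin3Bsg1 with IFNγ. Of the 10, H2-D1 did not pass without replicate 2 or 3 of Sin3Bsg1 with IFNγ, H2-T22 did not pass without replicate 2 or 3 of sgCtrL or replicate 2 of Sin3Bsg1 with IFNγ, and neither passed in the fit of only the 6 libraries with IFNγ. The paper describes Col3a1 as standing out among the regulated collagens by its expression. In untreated sgCtrL cells Col18a1 had 182 TPM against 152 for Col3a1. Col18a1 fell by only 0.15 on the log2 scale, short of the paper's fold threshold, and is not in Table S3. In sgCtrL of the IFNγ experiment Col3a1 was the more abundant, with 443 against 196 TPM without IFNγ and 257 against 96.4 with IFNγ. Among the collagens in Table S3, Col3a1 had the highest TPM in untreated sgCtrL. The value of Col18a1 therefore does not contradict the paper's description.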

Other observations

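Splits of the libraries for counts of genes past the adjusted threshold and the test of IFNγ-induced genes were chosen only after the result was seen. The other tests in this part were written down before the values they measure were seen.

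Replicate 1 of sgCtrL with IFNγ lay apart from the other 2 libraries of its group, as did replicate 1 of Sin3Bsg1 with IFNγ to a lesser extent (mean chi-square per gene 6.73 and 9.32 against replicates 2 and 3, and 3.46 between those). In the untreated groups and those without IFNγ the value was 2.42 to 4.03. A stronger or weaker response to IFNγ in that sgCtrL library is argued against, because its deviation correlated at r = -0.0152 across genes with the response in Sin3Bsg1, and so is gene length (rank correlation -0.0356). That library had 18819 genes with a count, the fewest of the 16 libraries, though not the lowest total (21018929 counts). Replicate 1 of sgCtrL without IFNγ had 19466 such genes from 18128055 counts. A difference in handling of the library that lay apart stays open, and the labels name no batch. No other biological explanation was tested.

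For Sin3Bsg1 against sgCtrL with IFNγ, and for IFNγ against none in sgCtrL and in Sin3Bsg1, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past the threshold. Each other split gave 0. For the 898 genes higher with IFNγ at the paper's threshold, only the real split gave as many, and the other splits gave at most 395. For gene sets with IFNγ, a camera p as small came from 1 of 10 splits for inflammatory response, the MHC genes and the genes of Figure 4B, from 3 for cellular response to IFNγ and from 5 for chemokine-mediated signaling pathway. With 10 splits the share is never under 0.1, so for the results between Sin3Bsg1 and sgCtrL a grouping by chance and the genotype cannot be told apart by splits. For IFNγ, Cxcl9 had no counts in the 6 libraries without it and 674 to 1625 in the 6 with it.

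A larger response to IFNγ across the induced genes was tested as a hypothesis. Over 397 genes induced at least 2-fold (35 more at the floor without IFNγ were left out), the median interaction of genotype and IFNγ was 0.039 on the log2 scale, 55.2% of the genes were above 0, and the median lay at percentile 99.7 of 10000 random lists matched on mean expression. With each library left out it ran from 0.014 (without replicate 2 of Sin3Bsg1 with IFNγ) to 0.053. Between the genotypes with IFNγ these genes had a median of 0.041. Because the genes went both ways and are not independent replicates, these values do not decide whether the response is larger after Sin3B loss, and this stays open. Of the genes of Figure 4B, 1 had a positive and 2 a negative interaction past the threshold, and Cxcl9 and Cxcl11, with no counts in the 6 libraries without IFNγ, have none that can be measured. As a set the genes of Figure 4B shifted down in the interaction with camera (adjusted p = 5.46e-04) and with fry (0.0130), the opposite of a larger response. With an estimated correlation the set did not pass (0.0966).

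Without IFNγ, the 10 MHC genes that IFNγ induces were all higher in Sin3Bsg1, with a median log2 fold change of 0.42 (0.28 without replicate 3 of Sin3Bsg1 without IFNγ and up to 0.50 with another library left out). Interferon signaling without added IFNγ stays open. The 387 other induced genes went both ways (190 higher), with a median of -0.016, at percentile 20.0 of the random lists, and at most 0.00419 with 1 library left out (replicate 3 of sgCtrL without IFNγ), which decides nothing, and among them Tap1 (0.83) and Tap2 (0.70) were higher past the threshold and Iigp1 (-1.28), Gm4841 (-1.39), Cmpk2 (-2.42) and Cd274 (-0.53) lower past it. Of the 45 tested genes of cellular response to interferon-beta, 6 were lower by at least 1.5-fold (Fisher's exact test, adjusted p = 0.0396) and 6 higher by at least 1.3-fold (adjusted p = 0.0902), with an unadjusted p under 0.05. In the untreated experiment this term shifted down with camera (adjusted p = 0.0387) and the MHC genes shifted up (0.0261). Neither passed there with an estimated correlation (0.241 for each). Reads shared between H2 genes, and an effect of Sin3B loss on these genes, also stay open. Of the 19 genes of Figure 4B, 7 were higher and 1 lower without IFNγ past the threshold.

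Spearman's rho of the effects of Sin3B loss was 0.364 across 13848 genes between the untreated experiment and the IFNγ experiment without IFNγ, and 0.585 between the arms of the IFNγ experiment. Genes are not independent replicates. Of 1477 genes past the threshold in the untreated experiment and without IFNγ, 1322 changed in the same direction and 155 in opposite directions. Of 1610 past it without and with IFNγ, 1608 did and 2 did not. Without IFNγ the groups did not overlap for 5846 genes (39.2%), where chance gives 10%.

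Among EMT genes, the log2 fold changes in the untreated experiment, without IFNγ and with IFNγ were 1.08, 0.92 and 1.00 for Cdh1, -1.97, -0.014 and 0.039 for Snai1, -0.71, -0.43 and -0.50 for Twist1, -0.21, -0.19 and -0.082 for Zeb1 and 0.014, 0.18 and 0.15 for Vim. Among genes of the complex they were -0.061, -0.14 and -0.072 for Sin3a, -0.13, -0.14 and -0.011 for Hdac1, -0.14, -0.22 and -0.23 for Hdac2 and -0.10, 0.0034 and -0.081 for Rbbp7. Ccl20 was higher in Sin3Bsg1 without (1.56) and with IFNγ (0.97), and Ccl5 had too few counts to be tested.

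Past the threshold in the IFNγ experiment, collagens were 6 lower and 5 higher of 25 tested without IFNγ and 5 lower and 4 higher of 25 with IFNγ, and MMPs were 4 lower and 1 higher of 11 and 4 lower and 1 higher of 11. Of the 11 genes of Figure S4C, 5 were lower and 2 higher without IFNγ, with the same numbers with IFNγ. Adjusted over the list alone, 7 passed without and 9 with IFNγ. In the interaction, 4 of the 16 sets passed with camera. The collagens and extracellular matrix structural constituent shifted up (adjusted p = 0.0376 for each). The genes of Figure 4B (adjusted p = 5.46e-04) and the MHC genes (0.0376) shifted down, though the median of the MHC genes was 0.18. With an estimated correlation none of the 4 passed (0.0966 for each). With fry the MHC genes did not pass (0.127) and the other sets of the 4 did (0.0130 for each).

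The largest rises in untreated Sin3Bsg1 cells, as log2 fold changes, were Reg3g (3.23), Reg3b (2.91) and Klb (2.35) and the largest falls Sfrp1 (-2.64), Frzb (-2.28) and Ptprn (-2.16). With IFNγ they were Reg3b (3.20), Pik3ap1 (2.23) and Thbs2 (1.98), and Hhip (-3.12), Sall1 (-2.80) and Gli3 (-2.70). Without IFNγ they were Fcgbp (2.85), Reg3b (2.52) and Serpina3n (2.32), and Sall3 (-3.21), Hhip (-3.05) and Sall1 (-3.01). Besides Cxcl9, IFNγ raised Gm43302 at least 1235-fold and Serpina3f at least 187-fold in sgCtrL, and Batf2 at least 465-fold and Tgtp1 by 12.45 on the log2 scale in Sin3Bsg1, and the largest falls were Muc5ac (-2.52), Hp (-2.29) and Muc5b (-2.25) in sgCtrL and Gpx2 (-2.62), Gsta3 (-2.41) and Olfm4 (-2.21) in Sin3Bsg1.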
